# Emerging Role of Dermal White Adipose Tissue in Modulating Hair Follicle Development During Aging

**DOI:** 10.3389/fcell.2021.728188

**Published:** 2021-10-15

**Authors:** Jian Chen, Zhe-Xiang Fan, De-Cong Zhu, Yi-Long Guo, Ke Ye, Damao Dai, Zhi Guo, Zhi-Qi Hu, Yong Miao, Qian Qu

**Keywords:** aging, hair follicle, dermal white adipose tissue, inflamm-aging, microenvironment

## Abstract

Hair follicle stem cells are extensively reprogrammed by the aging process, manifesting as diminished self-renewal and delayed responsiveness to activating cues, orchestrated by both intrinsic microenvironmental and extrinsic macroenvironmental regulators. Dermal white adipose tissue (dWAT) is one of the peripheral tissues directly adjacent to hair follicles (HFs) and acts as a critical macroenvironmental niche of HF. dWAT directly contributes to HF aging by paracrine signal secretion. However, the altered interrelationship between dWAT and HF with aging has not been thoroughly understood. Here, through microdissection, we separated dWAT from the skin of aged mice (18 months) and young mice (2 months) in telogen and depilation-induced anagen for transcriptome comparing. Notably, compared with young dWAT, aberrant inflammatory regulators were recapitulated in aging dWAT in telogen, including substantial overexpressed inflammatory cytokines, matrix metalloproteinases, and prostaglandin members. Nonetheless, with anagen initiation, inflammation programs were mostly abolished in aging dWAT, and instead of which, impaired collagen biosynthesis, angiogenesis, and melanin synthesis were identified. Furthermore, we confirmed the inhibitory effect on hair growth of CXCL1, one of the most significantly upregulated inflammation cytokines in aging dWAT. Besides this, we also identified the under-expressed genes related to Wnt signaling fibroblast growth factor family members and increased BMP signaling in aging dWAT, further unraveling the emerging role of dWAT in aging HFs malfunction. Finally, we proved that relieving inflammation of aging dWAT by injecting high-level veratric acid stimulated HF regenerative behavior in aged mice. Concomitantly, significantly decreased TNF-a, CCL2, IL-5, CSF2, and increased IL10 in dWAT was identified. Overall, the results elaborated on the complex physiological cycling changes of dWAT during aging, providing a basis for the potential regulatory effect of dWAT on aging HFs.

## Introduction

Progressive deterioration in the regenerative potential of stem cells is a hallmark of aging, which results in the failure to maintain proper tissue homeostasis. Hair follicles (HFs) are independent autonomous stem cell niches and undergo continuous regenerative cycling during their lifespan. With aging, HF have diminished self-renewing capacity, manifesting as cycling defects and poor responsiveness to activating stimuli. HF cycling slows down (Figure 1A) with aging and gradually turns into senescent alopecia. Proper homeostasis between inhibiting signals and activating signals underlies continued HF growth. With aging, inhibitory signals transcend the activatory signals, becoming the dominant environmental factor for HFs (Lei and Chuong, 2016).

**FIGURE 1:**
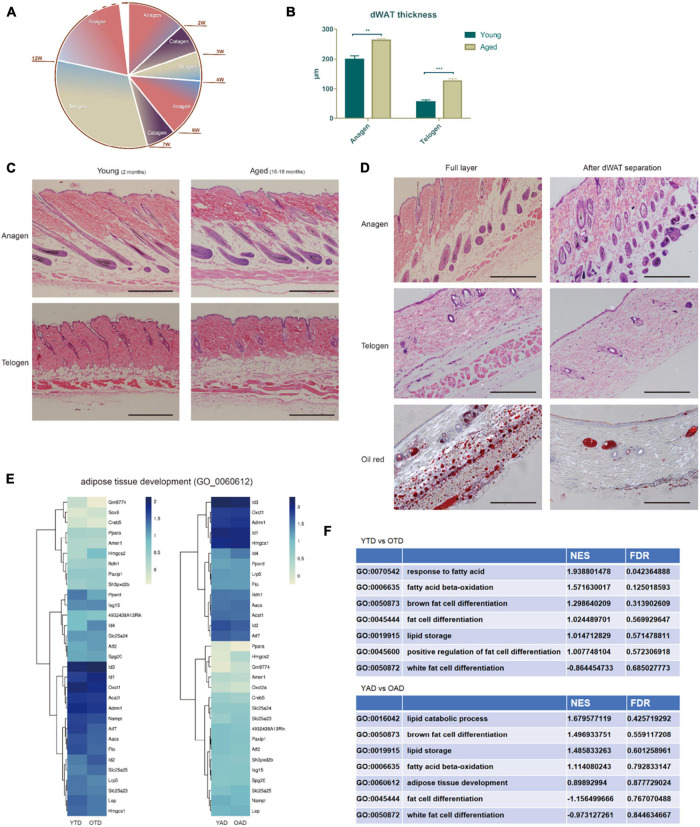
Aging dWAT undergoes structural remodeling with HF defective growth. **(A)** Decelerated hair cycling with aging. **(B,C)** dWAT thickness significantly increased with aging. Comparing to young mice, the dermis thickness decreased while the dWAT thickness increased at both anagen and telogen in aged mice. **P < 0.01, ***P < 0.001. *n* = 10 **(D)** By microdissection, the subcutaneous adipose tissue and panniculus carnosus were in turn removed, and dWAT was then harvested by slightly scraping from the bottom of HFs. **(E)** Unsupervised clustering of OAD/YAD, OTD/YTD samples based on GO signature—adipose tissue development. No significant difference was indicated between each comparison. Dark blue represents high expression level and yellow represents low expression level. **(F)** GSEA analysis of adipose-related terms all exhibited no significant enrichment. All terms’ FDR exceeds 0.05. NES, Normalized Enrichment score. FDR, False discovery rate.

The aberrant repressive signalings come from both the intrinsic niche microenvironment and extrinsic macroenvironment. In intrinsic factors, transcription nuclear factor of activated T cells, cytoplasmic 1 (Nfatc1) is a downstream target of BMP signaling, and its upregulation in aging HFs considerably contribute to the HF aging process (Keyes et al., 2013). Besides, fork-head box C1 (Foxc1) (Lay et al., 2016; Wang L. et al., 2016), LIM homeobox 2 (Lhx2) (Folgueras et al., 2013), collagen type XVII alpha 1 (Col17a1) (Matsumura et al., 2016) are all crucial to aging properties of HFs. Regarding macroenvironmental factors, multiple cues from varied tissues are integrated to govern HF maintenance. Surrounding adipose tissues, blood vessels (Mecklenburg et al., 2000; Yano et al., 2001; Xiao et al., 2013), nerves (Brownell et al., 2011; Zhang et al., 2020), adjacent cells [epidermal cells (Doles et al., 2012) and immune cells (Chen et al., 2015; Wang et al., 2019, 2017)] are all involved in the extra-follicular macroenvironment regulators. Among these regulators, dermal white adipose tissue (dWAT) acts as a significant niche supporting HF development and its malfunction is directly responsible for HF aging (Guerrero-Juarez and Plikus, 2018).

Traditionally, adipose tissue performs basic nutritional and metabolic functions in the body. But in the skin, dWAT also plays an important tissue-specific role: it provides essential factors modulating periodic HF growth, responds to skin bacterial infection, and promotes wound healing (Zwick et al., 2018). The tight relationship between dWAT and HF has been established by various mouse models with defects in dWAT. Mice lacking Early B cell factor 1 (Ebf1-/-) lost adipocyte precursors in their skin, resulting in telogen retention and failure in anagen re-entry (Festa et al., 2011). Diacylglycerol acyltransferase (DGAT) 1/2 deficient mice indicated impaired triglyceride metabolism and reduced dWAT, resulting in a destroyed skin barrier and hair loss (Chen et al., 2002; Stone et al., 2004). Peroxisome proliferator-activated receptor-gamma (PPARγ) serves as a dominant regulator of adipocytes, and its ablation leads to total lipoatrophy and temporary postnatal delayed HF morphogenesis (Sardella et al., 2017). In terms of mechanism, it has been proved that during late catagen/early telogen, high levels of BMP2 derived from mature adipocytes in dWAT maintains HF in a quiescent, refractory telogen state (Plikus et al., 2008). Nonetheless, in late competent telogen, adipocyte progenitors produce platelet-derived growth factor subunit-α (PDGFa), directly stimulating a new HF cycle (Plikus et al., 2008).

More importantly, in the aging process of HF, dWAT was also proved to exert noticeable functions. Aging dWAT overexpressed inhibiting signals Bmp2, Dkk1, and Sfrp4 during early anagen but decreased activating signal follistatin during late telogen and early anagen, causing repressive HF cycling behavior in aging mice. After transplanting aging skin to young donor mice, defective HF growth in aging mice was partially recovered under the modulation of young dWAT (Chen et al., 2014). dWAT has a well-established role in HF aging but the prise interplay between it and HF in aging phenotype remained largely unclear. Such being the case, to probe more deeply into the role changes of dWAT during aging, we separated dWAT in telogen/anagen of elderly/young mice for transcriptome analysis and further exploration.

## Results

### Hair Growth Wanes as Aging Progresses With Dermal White Adipose Tissue Rewiring

Most HFs in old mice are in refractory telogen, which hardly initiates proliferative machinery into action. Moreover, in contrast to synchronous anagen activation in young mice, aged HF wave propagation becomes increasingly asynchronous and fragmented. To interrogate HF cycling-dependent variations between aged (16–18 months) and young (2 months) mice, we induced a new hair growth cycle *via* depilation (hair plucking using a mixture of wax and rosin). As a result, young mice entered anagen within 8–10 days post-depilation, whereas old mice took 12–13 days for anagen entry, characterized by more sparse hairs than in young mice. Upon depilation stimuli, aged HFs exhibit activation more synchronously, mimicking the response fashion of young mice, though over a longer period. This result indicated that the responsiveness of HFs to tissue-regenerating cues were still retained with aging and could be activated by exogenous stimulus.

Dermal white adipose tissue regenerates in parallel with the hair cycle, which preceed adipogenesis in anagen and lipolysis in telogen (Zwick et al., 2018). First, we compared the thickness of dWAT of old and young mice at anagen/telogen. Intriguingly, we found that aging dWAT thickness increased at both anagen and telogen. Especially at telogen, the thickness of aged dWAT is much higher than that of young dWAT (Figures 1B,C). The results were different from the traditional view that dWAT thickness decreases with aging. After repeating a many slices we confirmed that the actual thinning tissue in the aging skin was the dermis rather than the dWAT, and the thinner dWAT may be caused by the cutting angle of the HE slice. Coincidentally, we found that Salzer et al. also identified increased thickness of dWAT and thinner dermis in aging mice in 2018 (Salzer et al., 2018). Using Single-cell transcriptomics, they proved that skin fibroblasts acquired an adipogenic profile with aging and transformed into adipogenic lineage cells, resulting in an increase in the number of adipogenic lineage cells and thickened dWAT (Salzer et al., 2018).

Aiming to further explore cycling behavior differences of dWAT between aged and young mice, we processed a transcriptome analysis of dWAT in the telogen/anagen phase of old and young mice. Old mice (18 months) and young mice (2 months) at telogen were selected and were respectively used for new anagen induction *via* hair plucking. Since dWAT is a mix of various types of cells (adipocyte lineage, immune cells, vascular cells, and so on), we chose microdissection to separate complete dWAT from mouse skin. After carefully removing the subcutaneous adipose tissue and panniculus carnosus in turn, dWAT were harvested by slightly scraping from the bottom of HFs (Figure 1D). Therefore, four groups were enrolled in this study: OTD (old mice, telogen, dWAT), YTD (young mice, telogen, dWAT), OAD (old mice, anagen, dWAT), YAD (young mice, anagen, dWAT).

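RNA sequencing of dWAT, the fat layer that lies under the dermis around the lower ends of HFs, gave 1 library for each of the 4 groups, and the paper states that tissue of 20 mice per group was used. With 1 library per group there are no replicates, so no difference between groups carries an error or a p-value, and each comparison is one between single libraries. The paper gives ages of 18 months for the old and 2 months for the young mice. The sample labels give 18 months for YTD and 2 months for OAD, and the paper's ages were used here. The authors deposited the FPKM (fragments mapped to a gene, scaled by its length and by the mapped fragments of the library) of 22913 genes in each library, with each gene's length and its position on the mouse genome build GRCm38. The paper's text does not name the aligner, the annotation or the test for DEGs, and refers to an earlier study for library construction and sequencing. Read counts were not used here, so the depth was estimated from the lowest FPKM values, which gather at the value of 1 fragment. This gave roughly 21700000 fragments in OTD, 19500000 in YTD, 23000000 in OAD and 19100000 in YAD. A value worth 3 fragments or fewer was taken as under the floor of the library, and folds against such a value are given as lower bounds. The floor covers counting error only. Changes are the old minus the young value of log2(FPKM + 1), which understates the change of genes with low FPKM, and a gene was counted as changed when its log2 change was at least 1 in size. A gene list was placed by the percentile of its median change among the medians of 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test between ages. The FPKM were used as deposited. Genes of the mitochondrial genome held 52.7% of the summed FPKM in OTD, 44.7% in YTD, 18.3% in OAD and 14.4% in YAD, so the scaling between libraries is a choice that could change the numbers.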

Concerning the increased dWAT thickness of aged mice, we speculated whether there was excessive adipogenesis in aging dWAT. Therefore, we then conducted gene ontology (GO) and gene set enrichment analysis (GSEA) of these data. However, based on the results, we found no significant difference in adipose tissue development between aging and young dWAT at both anagen and telogen (Figures 1E,F and Supplementary Figure 1). This result is in line with the most recent study by Salzer showing that the thickness of dWAT significantly increasing with aging (Salzer et al., 2018) is mainly due to the replenishment of other transformed adipogenic lineage cells (aging dermal fibroblasts) rather than enhanced development of the original adipose tissue.

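The 32 genes of adipose tissue development that the paper shows in Figures 1E,F had a median log2 change of -0.11 in telogen, with 13 genes higher and 19 lower in OTD than YTD. This median was at percentile 37.4 of the random lists. In anagen the median was -0.04, with 15 genes higher and 17 lower in OAD than YAD, at percentile 16.0. Id4 changed by 1.17 in telogen. Of 15 adipocyte markers, a list written before the values were seen, all were higher in OAD, with a median of 0.31 at percentile 99.9, against 0.02 at percentile 92.0 in telogen. In TPM the anagen median of these markers was 0.08, with 9 higher and 6 lower. This is 0.29 relative to the shift of all expressed genes under that scaling, at percentile 99.95. The median in anagen of the genes shown by the paper moved most when the values were rescaled to TPM, to -0.26, which is -0.05 relative to the shift of all expressed genes under that scaling, and it stayed within the range of the random lists.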

### Screening Aging-Related Dermal White Adipose Tissue Changes With Hair Follicles Cycling

After performing differential expression analysis for pairwise comparisons—YTD vs OTD and YAD vs OAD, we found that the number of differentially-expressed genes (DEGs) in the YTD vs OTD comparison is much higher than that in YAD vs OAD (856 vs 248, Figure 2A). 

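At a log2 change of at least 1 in size, 287 genes were higher and 333 lower in OTD than YTD, 620 in all. In anagen, 128 genes were higher and 80 lower in OAD than YAD, 208 in all. The ratio of changed genes in telogen to those in anagen was 2.98. These are counts past a threshold in single libraries, with no test behind them. The setting that moved them most was a pseudocount of 0.01 in place of 1, which counts many genes with very low FPKM and gave 3445 genes in telogen and 2435 in anagen, a ratio of 1.41. The split in anagen depends on the scaling, with 104 higher and 175 lower in TPM. In telogen, 241 were higher and 297 lower in TPM, but 337 were higher and 300 lower after rescaling by the median of ratios. Which direction holds more genes is therefore not settled in either phase. Few genes passed the threshold in both phases, with 11 higher in both and 10 lower in both, 5 higher in OTD and lower in OAD, and 2 the other way. The 5 largest rises in telogen were B230307C23Rik (4.74), Mmp12, Fosb, Cxcl1 and Gm2399 (3.66, listed at 0 in YTD). The 5 largest falls in telogen were Krtap19-4 (-3.61), Sprr4 (-3.19), Gm10226 (-3.0), Gm3238 (-2.31) and Tfrc. In anagen the largest rises were Gm26992 (3.41), S100a9 (2.43), Lce3c (2.38), Gm47283 (2.33) and Mouse_newGene_2691 (2.31). The listed span of Gm26992 overlaps the X-linked Xist gene, and Gm47283 is listed on the Y chromosome. Mouse_newGene_2691 is a locus the authors list outside the annotation. The largest falls in anagen were Krtap5-3 (-4.18), Gm10153 (-3.73), Krtap5-2 (-3.31), Gm14226 (-2.75) and Ece1 (-2.57). Keratin-associated protein genes (Krtap) have near-identical copies among which reads could have been split, so the values of single members are uncertain.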

In old mice, HFs are trapped in long-period telogen and seldom initiate anagen spontaneously. In a previous section, we found that aged HF still retained regenerative abilities for anagen induction upon stimuli, underscoring the main difference between aged and young HF was in telogen. In agreement with this, when comparing aged dWAT with young dWAT, more differences were identified in telogen than anagen.

**FIGURE 2:**
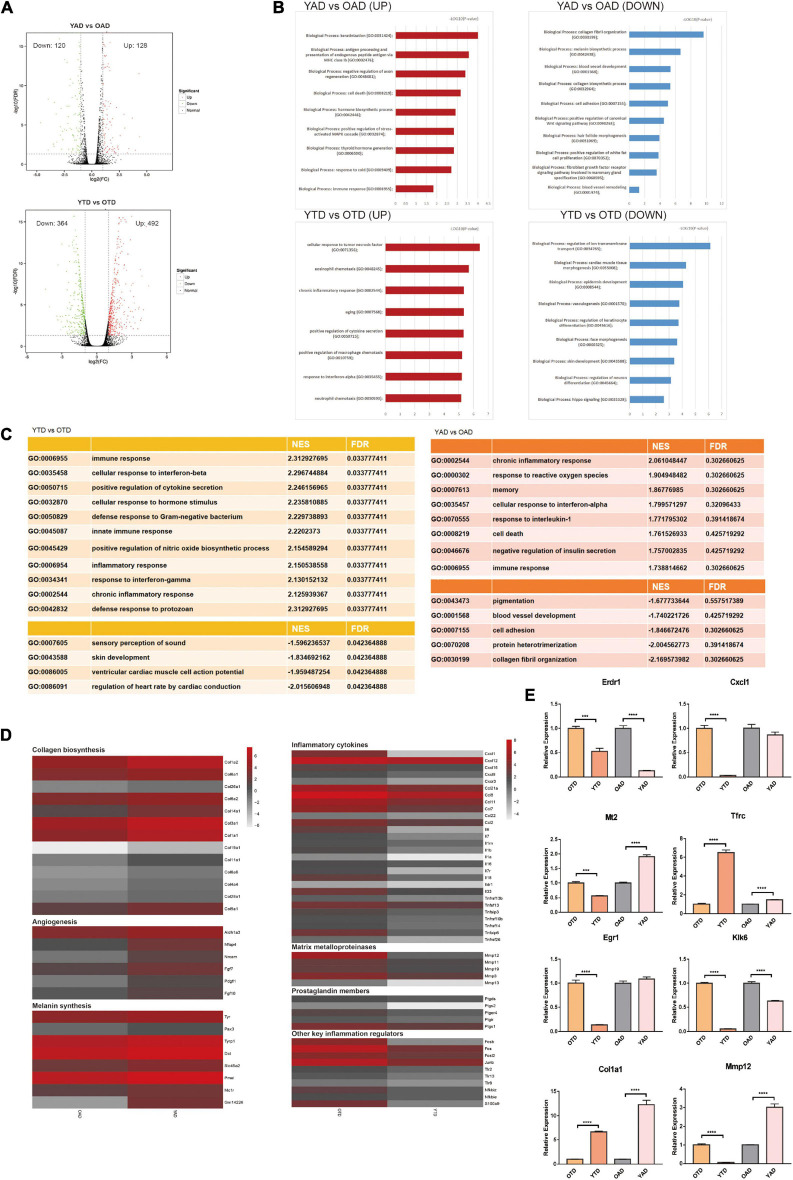
Overview of dWAT alterations with aging at anagen and telogen. **(A)** Volcano Plots of DEGs in YTD vs OTD and YAD vs OAD. **(B)** GO enrichment analysis respectively for upregulated and downregulated DEGs in YTD vs OTD and YAD vs OAD. **(C)** GSEA analysis indicated the most significantly enriched terms in YTD vs OTD and YAD vs OAD. However, in YAD vs OAD, all terms’ FDR exceeds 0.05, which only represents general trends. **(D)** Heat map of genes related to collagen biosynthesis, angiogenesis, and melanin synthesis with significant changes in YAD vs OAD, and inflammation-related genes with significant changes in YTD vs OTD. Genes expressed at low levels are in gray, and genes expressed at high levels are in red. **(E)** qRT-PCR validation of selected significant DEGs (Klk6 and Erdr1are significant UP_DEGs and Col1a1and Mt2 are significant DOWN_DEGs in YAD vs OAD; Cxcl1, Egr1, Mmp12 are significant UP_DEGs and Tfrc is significant DOWN_DEG in YTD vs OTD). For each experimental data point, *n* = 8. ***P < 0.001, and ****P < 0.0001.

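In the sequenced libraries, Klk6 (ENSMUSG00000050063, chromosome 7 from 43824499 to 43832027) had an FPKM of 24.2 in OAD and 7.07 in YAD, a log2 change of 1.64, and of 3.41 in OTD and 3.03 in YTD, a log2 change of 0.13. Mt2 (ENSMUSG00000031762, chromosome 8 from 94172618 to 94173567) had an FPKM of 1080 in OAD and 2049 in YAD, a log2 change of -0.92, short of the threshold as deposited. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) had an FPKM of 16.5 in OAD and 64.4 in YAD, a log2 change of -1.90, against -0.49 in telogen. Erdr1 was not analysed here. In telogen, Egr1 (ENSMUSG00000038418, chromosome 18 from 34859823 to 34864984) had an FPKM of 71 in OTD and 7.25 in YTD, which is 9.79-fold higher, and Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) of 56.7 in OTD and 1.47 in YTD, which is 38.6-fold higher. In anagen the FPKM of Mmp12 was 0.795 in OAD and 0.833 in YAD, and that of Egr1 was 50.6 in OAD and 36.7 in YAD. Tfrc (ENSMUSG00000022797, chromosome 16 from 32608920 to 32632794) had an FPKM of 5.39 in OTD and 30.3 in YTD, a log2 change of -2.29, and of 21.3 in OAD and 23.4 in YAD. The mice of the qRT-PCR were other animals than those sequenced.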

To broadly determine the biological function changes of dWAT with HF cycling during aging, we performed GO enrichment analysis respectively for upregulated and downregulated DEGs of the above comparisons. Consequently, in anagen, transcripts for proteins involved with “collagen fibril organization,” “melanin biosynthetic process,” “blood vessel development,” and “cell adhesion” were the top functional categories of genes decreased in OAD (Figure 2B), which was consistent with the GSEA conclusions (Figure 2C). 

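Of the 44 collagen genes expressed in anagen, 37 were lower and 7 higher in OAD than YAD, with a median log2 change of -0.14 and single changes from -1.90 to 0.99. Only 1 of the 10000 random lists had a lower median. In telogen the median of 43 collagen genes was -0.05, at percentile 26.3. All 14 melanocyte markers were lower in OAD, with a median of -0.71, lower than in each of the random lists, while in telogen their median was -0.04, at percentile 28.7. Of markers of the cells that line blood vessels, all 12 were higher in OAD than YAD, with a median of 0.30 and changes from 0.06 to 0.74, above each of the random lists. In TPM, 9 of these were higher and 3 lower, with a median of 0.10. These directions of the medians in anagen held under each scaling in which the list was kept. The median of the collagen genes moved most with a pseudocount of 0.1, to -0.44. The enrichment of GO terms and GSEA were not repeated here.

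**Figure D1:**
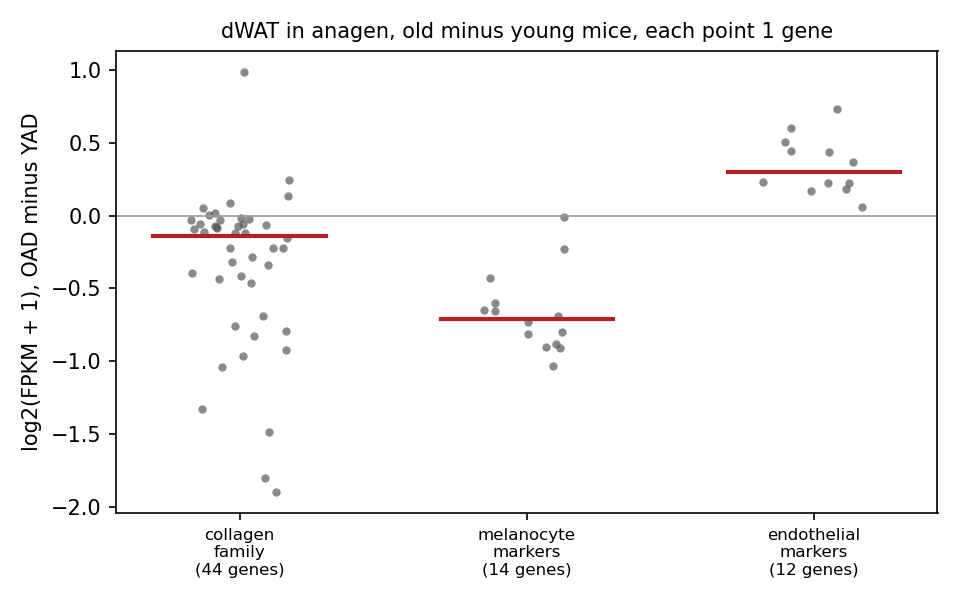
Change of log2(FPKM + 1), OAD minus YAD, for each gene of the collagen family, the melanocyte markers and the endothelial markers (points), with the median of each list (red line). The medians are -0.14, -0.71 and 0.30, and each point compares 1 library per group.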

In anagen, the expansion of dWAT was accompanied by tissue reconstruction with collagen synthesis (Yamamoto and Yamauchi, 1999), vascularization (Yano et al., 2001), and so on. Nonetheless, aging dWAT exhibited important molecular features of impaired collagen biosynthesis, angiogenesis, and melanin synthesis while in anagen (Figure 2D), which indicated great structural and compositional remodeling and a reduced capacity for tissue regeneration in aging dWAT. 

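The 10 collagen genes read from Figure 2D were chosen by the paper for their change, so they are given gene by gene. Their log2 changes in anagen ran from -1.90 to -0.28, and 4 of them fell by at least 1. Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541543) had an FPKM of 21.7 in OAD and 78.3 in YAD, a log2 change of -1.80, and Col14a1 (ENSMUSG00000022371, chromosome 15 from 55307750 to 55520803) of 2.25 in OAD and 7.14 in YAD, a log2 change of -1.33. Col6a1 and Col6a2 changed by -0.79 and -0.92. Among the genes shown for angiogenesis, Mfap4 (ENSMUSG00000042436, chromosome 11 from 61485431 to 61488900) had an FPKM of 1.41 in OAD and 5.58 in YAD and Nrcam (ENSMUSG00000020598, chromosome 12 from 44328885 to 44601846) of 0.457 in OAD and 2.72 in YAD, log2 changes of -1.45 and -1.35. Aldh1a3 changed by -1.0, from 22.4 to 10.7 FPKM. Among the genes shown for melanin synthesis, Tyrp1 (ENSMUSG00000005994, chromosome 4 from 80834123 to 80851719) had an FPKM of 63.7 in OAD and 113 in YAD, a log2 change of -0.81, and Dct of 101 in OAD and 168 in YAD, a log2 change of -0.73. Tyr had 14.2 in OAD and 25.5 in YAD, a log2 change of -0.80. In telogen, the FPKM of these 3 melanin genes was at most 2.86 in either library.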

On the one hand, these discoveries suggested the function degradation of cells in dWAT with aging, and on the other hand, ECM remodeling, in turn, disturbed the homeostasis of cells inside dWAT and neighboring skin cells, such as HF cells.

In telogen, the level of inflammation-related genes was massively increased in aged dWAT. The top upregulated biological progress GO terms in YTD vs OTD which were congruously enriched in inflammation activities were: “cellular response to tumor necrosis factor,” “eosinophil chemotaxis,” “chronic inflammatory response,” and “positive regulation of cytokine secretion” (Figure 2B). 

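Genes of the response to tumor necrosis factor that Figure 2D and Table 1 show were higher in OTD than YTD. Tnfaip6 (ENSMUSG00000053475, chromosome 2 from 52038009 to 52056686) had an FPKM of 9.96 in OTD and 1.71 in YTD, a log2 change of 2.01, and Tnfaip3 (ENSMUSG00000019850, chromosome 10 from 19000910 to 19015657) of 3.83 in OTD and 1.64 in YTD, a log2 change of 0.87. The receptors Tnfrsf10b, Tnfrsf13b and Tnfrsf14 changed by 0.77, 0.82 and 0.87. In anagen, Tnfaip6 had an FPKM of 1.57 in OAD and 1.38 in YAD and Tnfaip3 of 3.36 in OAD and 2.15 in YAD. Of the nuclear factor kappa B inhibitors in Figure 2D, Nfkbiz (ENSMUSG00000035356, chromosome 16 from 55811375 to 55838899) had an FPKM of 5.29 in OTD and 1.82 in YTD and Nfkbie of 2.97 in OTD and 1.83 in YTD. These genes were chosen by the paper for their change.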

GESA results also proved significant enriched activated inflammation programs in OTD (Figure 2C). We therefore concluded that inflammatory infiltration was the most striking feature distinguishing OTD from YTD. 

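Lists of marker genes that were written down before the values were seen were compared between the libraries. Of 15 macrophage markers, 14 were higher in OTD than YTD, with a median log2 change of 0.52, above each of the random lists. Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153) had an FPKM of 41.6 in OTD and 17.5 in YTD and Adgre1 (ENSMUSG00000004730, chromosome 17 from 57358686 to 57483529) of 9.68 in OTD and 4.59 in YTD. Of 9 T cell markers, 5 were higher, with a median of 0.27 at percentile 98.3, and only 2 of them had an FPKM of at least 1 in a library. All 23 immediate early genes, which cells switch on within minutes of a stimulus, were higher in OTD, with a median of 1.46. In anagen, 14 of the macrophage markers were lower in OAD than YAD, with a median of -0.22, while 8 of 10 neutrophil markers were higher, with a median of 0.24. In telogen, 6 of 7 expressed neutrophil markers were higher in OTD, with a median of 0.58. The signs of the macrophage and immediate early medians held under each scaling. From inflammation-related genes, GO terms and GSEA in OTD, the paper concludes that inflammatory infiltration was the feature that most distinguished OTD from YTD.

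**Figure D2:**
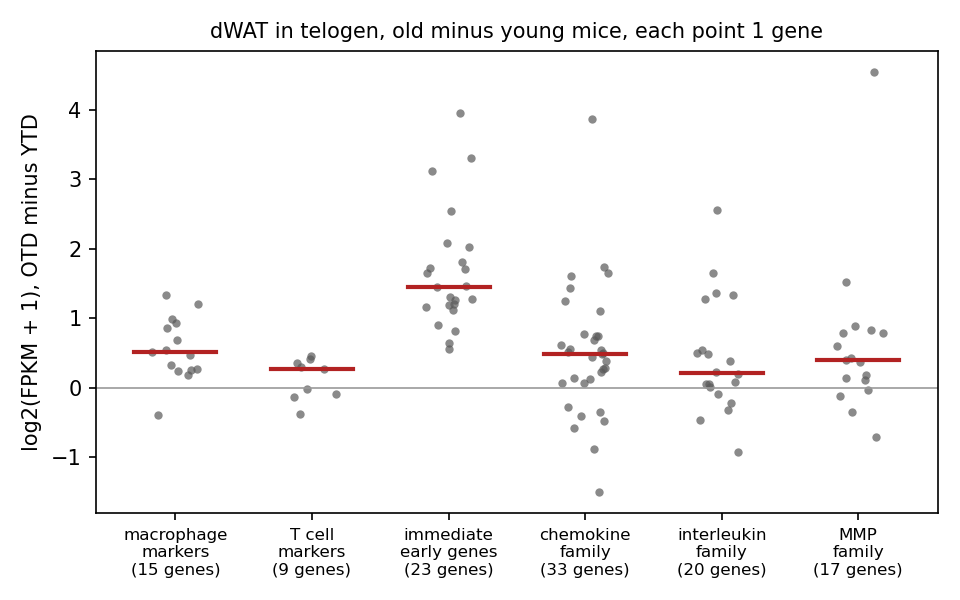
Change of log2(FPKM + 1), OTD minus YTD, for each gene of the marker lists and gene families (points), with the median of each list (red line). The immediate early genes have the highest median, 1.46, and the macrophage markers have 0.52.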

Specifically, substantial inflammatory cytokines and genes related to matrix metalloproteinases, prostaglandin biosynthesis, positive immune regulation, and activator protein 1 (AP-1) family were all included in the most predominant upregulated DEGs in OTD (Figure 2D).

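Matrix metalloproteinase genes formed a family of 17 expressed genes in telogen, of which 13 were higher in OTD, with a median log2 change of 0.39 at percentile 100. In anagen the family's median was -0.07, at percentile 14. Of the members shown in Figure 2D, Mmp3 (ENSMUSG00000043613, chromosome 9 from 7445822 to 7455972) had an FPKM of 18.6 in OTD and 5.86 in YTD, and Mmp11 and Mmp19 changed by 0.88 and 0.83. Mmp13 had 0.823 in OTD and 0.0556 in YTD, where the value in YTD is under the floor, so it was at least 7.61-fold higher. For prostaglandin biosynthesis, Ptgs1 (ENSMUSG00000047250, chromosome 2 from 36230426 to 36252272) had an FPKM of 14.4 in OTD and 6.26 in YTD, a log2 change of 1.08. Ptgs2 had 0.536 in OTD and 0.0325 in YTD, again under the floor in YTD, so it was at least 6.33-fold higher. Ptger4 and Ptgir changed by 0.87 and 0.59. Of the AP-1 family, Fosb (ENSMUSG00000003545, chromosome 7 from 19302721 to 19310045) had an FPKM of 22.5 in OTD and 0.513 in YTD, a log2 change of 3.96. Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) had 131 in OTD and 12.3 in YTD, a log2 change of 3.31, and Junb (ENSMUSG00000052837, chromosome 8 from 84976909 to 84978748) had 119 in OTD and 19.5 in YTD, a log2 change of 2.55. Fosl2 changed by 1.40. In anagen, Fos also rose, by 1.17, while Fosb and Junb changed by 0.12 and 0.44. The toll-like receptors Tlr2 and Tlr13 changed by 0.69 and 0.75 in telogen.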

Besides, normal basic biological functions were also altered in aged dWAT at telogen. 

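Of 14 epidermal markers expressed in telogen, 11 were lower in OTD than YTD, with a median log2 change of -0.31 at percentile 0.930. All 19 hair shaft genes were lower, with a median of -0.90, below each of the random lists. Of 52 keratin-associated protein genes, 42 were lower, with a median of -0.37. Hair shaft and keratin-associated protein genes together held 0.0565% of the summed FPKM in OTD and 0.104% in YTD, so these genes were at low levels in both telogen libraries. All 20 skeletal muscle markers were lower in OTD as well, with a median of -0.70. Muscle held 6.51% of the summed FPKM in OTD and 10.4% in YTD. Ckm (ENSMUSG00000030399, chromosome 7 from 19411094 to 19421583), the muscle creatine kinase, had an FPKM of 7920 in OTD and 12413 in YTD. The telogen medians of these lists stayed below 0 under each scaling in which the list was kept. The tissues these genes mark border on dWAT, and how much of each was in the dissected tissue was not measured.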

Downregulation of “regulation of ion transmembrane transport,” “epidermis development,” “regulation of keratinocyte differentiation,” and “skin development” supported the idea that reprogrammed aged dWAT failed to provide essential growth signals to neighboring skin cells (Figures 2B,C). Finally, to validate this RNA-Seq data, differential expression levels of some significant signature genes were further evaluated by RT-qPCR in samples obtained from independent biological replicates (Figure 2E).

### Aggravated Inflammation of Aging Dermal White Adipose Tissue During Telogen Perturb Tissue Homeostasis

A continuous, low-grade inflammation typical of aging, which has been termed as “inflamm-aging,” perpetrates adverse tissue structural and functional remodeling in age-related diseases (Xia et al., 2016; Lu et al., 2021). Comparing with YTD, we found that substantial inflammatory cytokines [such as chemokines, interleukins, and tumor necrosis factor-alpha (TNFalpha)] significantly elevated during telogen in OTD. 

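All 27 cytokine and receptor genes read from Figure 2D were higher in OTD than YTD, and 13 of them had a log2 change of at least 1. They were chosen by the paper for their change, so this count is no separate evidence. Il6 (ENSMUSG00000025746, chromosome 5 from 30013161 to 30019968) had an FPKM of 6.19 in OTD and 0.225 in YTD, where the value in YTD is under the floor, so it was at least 25.7-fold higher. Il7r (ENSMUSG00000003882, chromosome 15 from 9506161 to 9529876) had 2.73 in OTD and 0.163 in YTD, a log2 change of 1.68. Il18 and Il33 changed by 1.66 and 1.37, and Ccl21a by 1.65. Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007), the gene of TNFalpha, had an FPKM of 0.358 in OTD and 0.702 in YTD, a log2 change of -0.33, and of 0.682 in OAD and 1.14 in YAD, a log2 change of -0.35. The telogen values stand for about 5.49 and 9.72 fragments, too few to settle the direction. Of 10 expressed genes of the TNF superfamily, 9 were higher in OTD, with a median of 0.20 at percentile 97.9, and Tnf was the 1 that was lower.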

To further demonstrate the aberrant expression levels of inflammatory regulators in OTD, we selected some important inflammation-related signature DEGs, including CXCL1, MMP12, EGR1, and SPP1, which all were most significantly overexpressed in OTD, to perform immunofluorescence. 

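Ordered by their log2 change in telogen, Mmp12 ranked 2 among the 22913 genes, Cxcl1 4, Egr1 7 and Spp1 27. The log2 change was 4.55 for Mmp12 and 3.13 for Egr1. Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) had an FPKM of 29.0 in OTD and 6.62 in YTD, a log2 change of 1.98, and of 1.91 in OAD and 1.69 in YAD.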

Obviously, we obtained very similar results showing that these proteins in OTD assume overexpression significantly compared with that in YTD, and their distribution was mainly concentrated in dWAT (Figures 3A–C), and which was consistent with the results of qRT-PCR (Figure 3D). Furthermore, CXCL1 and MMP12 both indicated high intravascular expression in OTD. Hence, a significantly aggravated inflammation infiltration of aging dWAT during telogen was identified.

**FIGURE 3:**
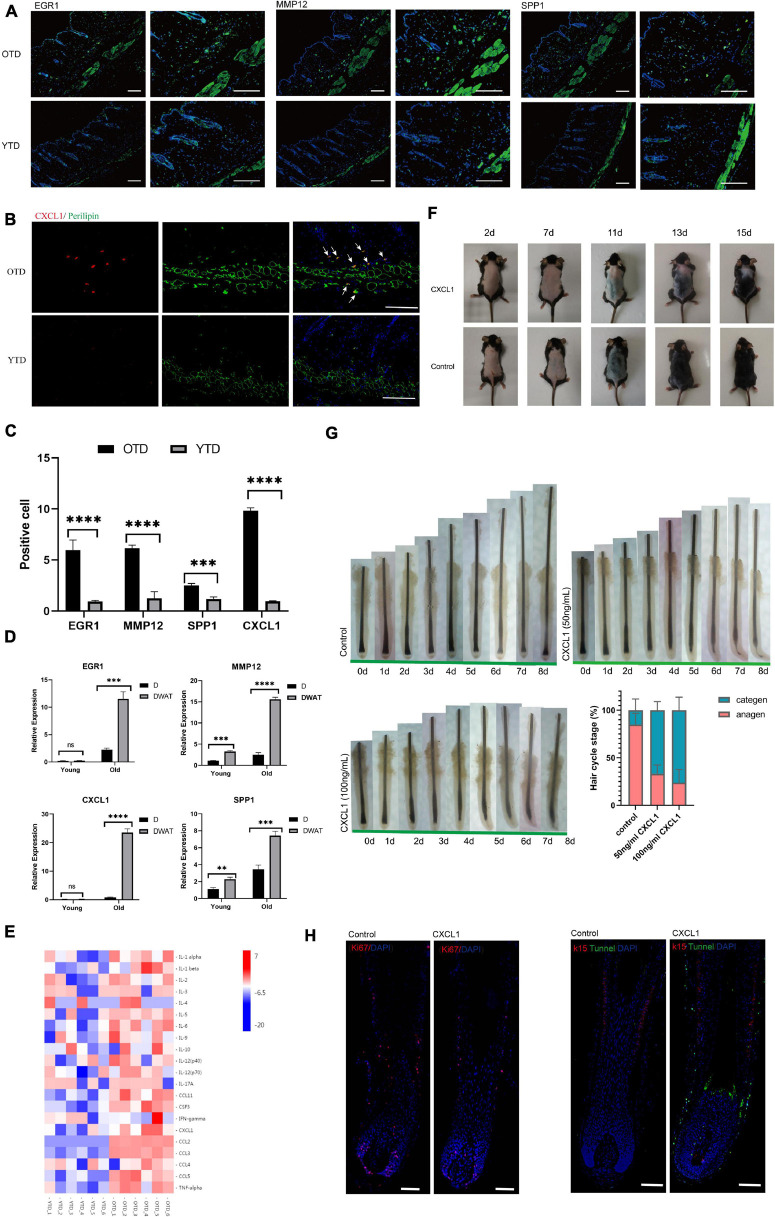
Aberrant inflammatory infiltration in aging dWAT during telogen. **(A–C)** Immunostaining images showed enhanced expression of crucial inflammation regulators EGR1, CXCL1, MMP12, SPP1 in OTD. Their distribution was mainly concentrated in dWAT. CXCL1 co-located with perilipin, a marker of mature adipocytes. Scale bars = 100 μm. **(D)** The relative mRNA expression level of the differential genes EGR1, CXCL1, MMP12, SPP1 in dermal tissues and dWAT. *n* = 8. **(E)** Significant upregulated protein levels of 21 inflammatory cytokines were found in OTD by a mouse cytokine/chemokine 23-plex array panel. *n* = 6. **(F)** CXCL1 injection resulted in delayed HF activation. **(G)** Organ culture assays of hair follicle. Human isolated hair follicles cultured with CXCL1 for 8 days in 24 well plates and histomorphometric analysis of hair follicle stages after organ cultured 4 days. Addition of CXCL1 50 and 100 ng/mL promoted hair follicle entry categen. For each experimental data point, *n* = 12. **(H)** Immunofluorescence of Day 3 cultured hair follicle showing apoptosis and decreased proliferation signaling appeared significantly in the CXCL1 group. K15, a specific marker of HFSC, was co-stained with apoptosis signal using tunnel test kit as well. Scale bars = 200 μm. **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Next, using KEGG Pathway enrichment analysis, we found that the TNF signaling pathway was one of the most significant activated pathways in OTD (Supplementary Figure 2). In addition to TNF signaling, many chemokines and interleukins were upregulated markedly in OTD. 

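Of 33 expressed chemokine genes, 26 were higher in OTD than YTD and 7 rose by at least 1, while 1 fell by more than 1. The median of the family was 0.48, above each of the random lists. In anagen it was 0.13, at percentile 100. Of 20 expressed interleukin genes, 15 were higher in OTD and 5 had a log2 change of at least 1, with a median of 0.21 at percentile 99.2. In anagen the interleukin median was 0.07, at percentile 97.4. The telogen median of the interleukins moved most when only genes with an FPKM of at least 1 in a library were kept, to 0.89.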

The accumulation of these cytokines would exert chemotactic activities for macrophages (Cx3cl1, Ccl11, Ccl2), neutrophil (Il1b, Cxcl9, Ccl2, Cxcl1), and eosinophil (Ccl8, Ccl11, Ccl2, Ccl7), highlighting the locally advanced inflammation response in aging dWAT during telogen (Figure 2D). 

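Ccl8 (ENSMUSG00000009185, chromosome 11 from 82115185 to 82116799) had the highest FPKM of these chemokines, 269.6 in OTD and 87.8 in YTD, a log2 change of 1.61. Ccl7 (ENSMUSG00000035373, chromosome 11 from 82045712 to 82047525), Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) and Ccl11 (ENSMUSG00000020676, chromosome 11 from 82057823 to 82062955) lie near it on the same chromosome. Ccl7 had an FPKM of 28.5 in OTD and 7.85 in YTD, Ccl11 of 49.3 in OTD and 17.7 in YTD, and Ccl2 of 15.6 in OTD and 5.95 in YTD. Their log2 changes were 1.74, 1.43 and 1.26. Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) had an FPKM of 3.37 in OTD and 0.739 in YTD, a log2 change of 1.33. Cxcl9 and Cx3cl1 changed by 0.75 and 0.75, less than the threshold. In anagen, Ccl8 had an FPKM of 74.5 in OAD and 44.5 in YAD and Ccl11 of 4.93 in OAD and 3.17 in YAD, while Ccl2 had 0.247 in OAD and 0.461 in YAD, with OAD under the floor.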

In obesity, adipocytes produced several chemokines (Cxcl2, Cxcl12, Ccl2, etc.) recruiting macrophage and neutrophils, causing systemic inflammation, insulin resistance, and the dysfunction of local endothelial cells (Gouranton et al., 2011; Rouault et al., 2013; Kim et al., 2014). Therefore we deduced that in aging dWAT, concentrated secretion of inflammatory cytokines in telogen would play a key role in HF disability. To verify the secretion of the above cytokines in OTD, we used a mouse cytokine/chemokine 23-plex array panel. As a result, significantly upregulated protein levels of 21 cytokines were found in OTD, including TNFa, CXCL1, CCL2, and interleukins (Figure 3E), highlighting the enhanced production of these inflammatory cytokines in OTD and their critical role in HF modulation.

Previous studies proved an age-associated increase of inflammatory cytokines derived from the epidermal compartment contributed to aging phenotypes of HFSCs (increased number, impaired function, and inability to tolerate stress) (Doles et al., 2012). Likewise, it was plausible that the inflammation signaling of aged dWAT during telogen would inevitably destabilize HFSCs maintenance. We have already verified the massively increased secretion of inflammatory cytokines in OTD, and here we further summarized specific functional mechanisms of these known inflammatory mediators during HF development in Table 1, which suggests various possible negative regulation mechanisms of inflammatory factors on HFs.

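All 35 genes of Table 1 were higher in OTD than YTD, with log2 changes from 0.07 to 3.86, and 8 had a change of at least 1. The paper chose these genes from the same libraries, so this count is no separate evidence. In anagen, 23 were higher and 12 lower in OAD than YAD, with changes from -0.57 to 0.73. Among genes with high FPKM, Il6st (ENSMUSG00000021756, chromosome 13 from 112464070 to 112510086) had 111 in OTD and 72.9 in YTD, Ifngr1 had 55.3 in OTD and 40.4 in YTD and Ifnar2 had 36.3 in OTD and 23.1 in YTD, each with a log2 change under 1. The gene listed under the identifier of Tnfsf13 (ENSMUSG00000089669, chromosome 11 from 69682846 to 69685784) had 2.19 in OTD and 1.88 in YTD, a log2 change of 0.15, and it overlaps other listed genes, among which reads could have been split. Cxcl11 was under the floor in both telogen libraries, with 0.0976 in OTD and 0.0489 in YTD. Cxcl2 had 0.782 in OTD and 0.158 in YTD, under the floor in YTD.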

**TABLE 1:** Functional mechanisms of known inflammatory mediators in HF development and specific expression patterns in aging dWAT.

Cytokines	Properties related to HF	References	Expression patterns in dWAT_FPKM		
			Gene	OTD	YTD
TNF-a	Have significant positive association with AA; is required for normal cell death of HF and anagen-catagen transition in mice; Injection of TNF-a leads to apoptosis of HF bulb matrix keratinocytes in mice. TNF-a also inhibits HF elongation in a dose-dependent manner. K14-TNF alpha transgenic mice exerted impaired HF growth.	Cheng et al. 1992; Philpott et al. 1996b; Soma et al., 1998; Ruckert et al., 2000; Tong and Coulombe 2006; Perez-Garijo et al. 2013; Atwa et al. 2016	Tnfaip6 Tnfrsf13b Tnfaip8l2 Tnfsf13 Tnfaip3 Tnfrsf10b Tnfrsf11a Tnfrsf1b Tnfsf10 Tnfrsf14 Tnfsf12 Tnfrsf26	9.95549 1.87504 7.895 11.0502 3.83357 2.64808 2.01242 10.7332 9.14176 2.82864 39.4577 1.20813	1.71115 0.630668 5.12489 5.9425 1.64293 1.14413 1.15726 6.5328 5.90121 1.09449 29.5722 0.199513
IL-6	IL-6 KO mice resulted in STAT3 pathway activation and enhanced wound-induced hair neogenesis; DP cells secreted IL-6 in response to dihydrotestosterone.	Yu et al. 2008; Kwack et al. 2012; Nelson et al. 2016	Il6st Il6 Il6ra	111.495 6.19491 7.08773	72.9043 0.224645 5.37911
IL-1a/b	Act as a crucial mediator inducing HF regression. Upregulation of IL1 leads to diminished and atrophic hair follicles; IL-1a and IL-1b inhibit HF growth in organ culture; IL1 transgenic mice were characterized by hair loss and focal skin inflammation.	Harmon and Nevins 1993; Groves et al. 1995; Philpott et al. 1996a; Hoffmann et al. 1997; Hoffmann et al. 1998	Il1a Il1b Il1rap Il1r1 Il1r2 Il1rn Il1rl2	0.514973 3.36946 2.6094 11.1733 9.15598 2.50242 5.44209	0.0371823 0.739462 2.00408 7.76998 6.54273 1.32742 3.64348
IL16	Its polymorphisms may play a role in AA;	Lew et al. 2014	Il16	3.20473	1.97227
IL-7	IL-7 derived from HF are required for homeostasis of CD4(+) and CD8(+) skin-resident memory T cells	Adachi et al. 2015	Il7 Il7r	2.87597 2.72528	0.598882 0.162671
IFN-gamma	An important inducer of catagen in HF; its upregulation can result in the collapse of immune privilege of HF	Ito et al. 2005; Harries et al. 2013; Ito 2013; Ryu et al. 2014	Ifnar2 Ifngr1	36.3087 55.3079	23.0931 40.3651
Cxcr3	Overexpressed on alopecic effector T cells and its ablation prevents AA onset; Deficiency in cxcR3 impaired the patterning of primary hair placodes.	Lefebvre et al. 2012; Dai et al. 2016	Cxcr3	1.09397	0.289984
CXCL9/10/11	Significantly upregulated in AA lesions and promoted AA progression.	Suarez-Farinas et al. 2015; Dai et al. 2016	Cxcl9 Cxcl10 Cxcl11	2.91259 7.33465 0.0975968	1.33173 4.84593 0.0488607
Cxcl1/2	Cxcl1/2 are associated with AA susceptibility	Kim et al. 2015	Cxcl1	15.1405	0.108917
			Cxcl2	0.781783	0.158399
Ccl2	Plucking HFs released Ccl2 to signal to neighboring unplucked HFs, activating HFSCs for regeneration; the isthmus of HF expressed CCL2 to promote the recruitment of Langerhans cells into skin	Nagao et al. 2012; Chen et al., 2015	Ccl2	15.5977	5.95203
CCL8	HF bugle region produced CCL8 which inhibit the recruitment of Langerhans cells into the skin	Nagao et al. 2012	Ccl8	269.611	87.7888

Furthermore, we found that CXCL1 was one of the top significant upregulated DEG in OTD, and its overexpression in aging dWAT was further confirmed by immunofluorescence and cytokine array panel. 

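Cxcl1 (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) lies on the same chromosome as Cxcl2. Its FPKM was 15.1 in OTD and 0.109 in YTD, a log2 change of 3.86. The value in YTD is under the floor of 0.527 FPKM that 3 fragments on this gene give, so the gene was at least 28.7-fold higher in OTD. In anagen it was under the floor in both libraries, with 0.345 in OAD and 0.137 in YAD, and a difference was not detectable at this depth.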

CXCL1 co-localized with perilipin, a marker of mature adipocyte, in dWAT (Figure 3B). To investigate whether CXCL1 evokes alopecia, C57 mice received an intradermal injection (500 ng in 500 μl) every other day for a total of five times. Observably, the CXCL1 group indicated a delayed telogen-anagen transition (Figure 3F). In order to identify that CXCL1 had direct inhibitory effects on hair growth, we performed organ culture assays with isolated human hair follicles in the presence of CXCL1 (50ng/mL and 100ng/mL) or PBS. As a result, CXCL1 inhibited hair growth and promoted hair categen entry *in vitro* (Figures 3E,F). CXCL1 induced most hair follicles started to enter categen in the third day at 50 ng/mL or in the second day at 100 ng/mL, while most hair follicles in the control group were still in anagen status until the eighth day (Figure 3G). Using immunofluorescence, we also found that apoptosis in the CXCL1 group rose significantly in the hair matrix and connective tissue sheath, in addition, CXCL1 decreased the Ki67 signaling (Figure 3H). These results suggested that CXCL1 could promote cell apoptosis and prevent the cells’ proliferation of hair follicles. The inhibition function of CXCL1 on HFs underlined its negative role in the process of aging dWAT regulating HFs. Thus, we inferred that infiltrated inflammation factors of aging dWAT played an inhibitory role together, resulting in the hindrance of HF growth.

### Wnt, FGF, and BMP Signaling Altered in Aging Adipogenic Macroenvironment

It is well known that dWAT can secrete some critical regulator molecules that participate in the regulation of HF homeostasis, including BMPs (Plikus et al., 2008), PDGF (Festa et al., 2011), DKK1 and Sfrp4 (Chen et al., 2014), and HGF (Nicu et al., 2021). Here, in addition to the identified inflamm-aging of dWAT, we wondered if other essential signalings supporting HF growth were also extensively reprogrammed. Therefore, we analyzed and summarized the expression level of the regulatory signal molecules of HF. Consequently, we found, Wnt signaling pathway, FGFs, as well as the BMP signaling pathway all indicated abnormal alterations in aging dWAT (Figure 4A).

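Of 16 expressed Wnt genes, 11 were lower in OTD than YTD, with a median log2 change of -0.14 at percentile 1.33. This percentile rose to 7.71 when only genes with an FPKM of at least 1 in a library were kept. In anagen the median of the Wnt genes was -0.01, at percentile 45.6, and was above 0 with a pseudocount of 0.1 and after rescaling by the median of ratios. FGF genes had a median of 0.12 in telogen at percentile 96.0 and of 0.04 in anagen at percentile 88.8, where the anagen median was below 0 after rescaling to TPM and with the hair genes or the mitochondrial and muscle genes left out. BMP genes had a median of 0.20 at percentile 94.7 in telogen and of 0.10 at percentile 96.3 in anagen, and the anagen median was below 0 under the same scalings. Except for the Wnt genes in telogen, these medians lie within the central range of the random lists as deposited. The telogen FGF median passed this range with the same filter (0.42, percentile 98.97) and with a pseudocount of 0.1 (0.54, percentile 99.63). A family's median cannot show members that move in opposite directions, and the Wnt genes leave out Lef1 and the Dkk and Sfrp inhibitors. These medians therefore do not test the paper's statements on single genes.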

**FIGURE 4:**
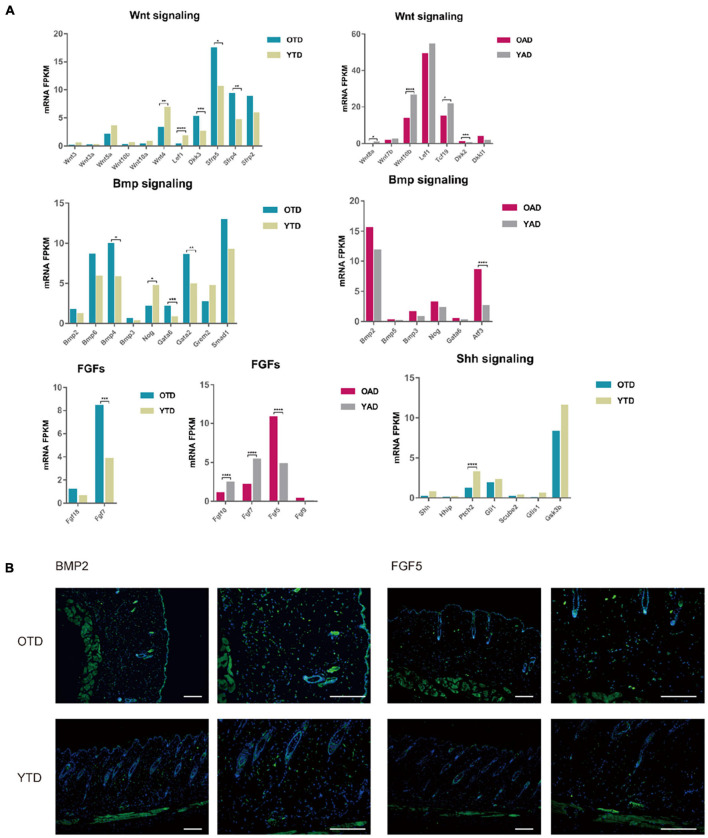
Aging dWAT negatively modulated HF behaviors. **(A)** Essential growth signaling for HF development indicated abnormal expressions in aging dWAT, including WNT, BMP, and FGFs. SHH-related signaling showed little changes. **(B)** BMP2 and FGF5 indicated overexpression in aging dWAT. Scale bars = 100 μm. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

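All 7 SHH-related genes of Figure 4A were lower in OTD than YTD, with a median log2 change of -0.44, and none fell by 1 or more. Shh (ENSMUSG00000002633, chromosome 5 from 28456815 to 28467101) had an FPKM of 0.172 in OTD and 0.719 in YTD. Glis1 had 0.0374 in OTD and 0.567 in YTD, with OTD under the floor. In anagen, 5 of these genes were lower and 2 higher in OAD than YAD, with a median of -0.36. Shh had 12.6 in OAD and 16.4 in YAD and Gli1 had 31.3 in OAD and 25.4 in YAD.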

Canonical WNT signaling was one of the most crucial regulators of dWAT and HF development. In the data, repressed WNT signaling in both anagen and telogen of aging dWAT was reported. Active WNT signaling was a vital step for HF to initiate new anagen (Greco et al., 2009). Comparing with YAD, obvious downregulation of WNT10b and Wnt8a, and upregulation of DKK2 indicated inhibited WNT signaling in OAD. 

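Wnt10b (ENSMUSG00000022996, chromosome 15 from 98771753 to 98778150) had an FPKM of 13.6 in OAD and 26.2 in YAD, a log2 change of -0.89. Wnt8a (ENSMUSG00000012282, chromosome 18 from 34542313 to 34548273) had 0.0300 in OAD and 0.584 in YAD, a log2 change of -0.62, with the value in OAD under the floor. Dkk2 (ENSMUSG00000028031, chromosome 3 from 132085292 to 132180293) had 0.862 in OAD and 0.270 in YAD, a log2 change of 0.55. Each of these changes is under the threshold of 1 as deposited. In TPM, Wnt10b had 16.7 in OAD and 37.8 in YAD, a log2 change of -1.13, past the threshold. Wnt8a and Dkk2 have an FPKM below 1 in both libraries, so they could not reach it with a pseudocount of 1. As folds, Wnt8a was at least 4.77-fold lower and Dkk2 3.20-fold higher in OAD. The Dkk2 values stand for about 15.5 fragments in OAD and 4.01 in YAD, near the floor, so its fold is uncertain.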

In accordance with anagen, though with a lower expression level, WNT signaling of telogen also downregulates in OTD relative to YTD, including downregulation of WNT3, WNT3a, and LEF1, and upregulation of WNT inhibitors DKK3 and Sfrp4 (Figure 4A). 

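Lef1 (ENSMUSG00000027985, chromosome 3 from 131110471 to 131224356) had an FPKM of 0.333 in OTD and 1.77 in YTD, a log2 change of -1.06, and of 49.1 in OAD and 54.4 in YAD. Wnt3 (ENSMUSG00000000125, chromosome 11 from 103774150 to 103817957) had 0.0725 in OTD and 0.462 in YTD, a log2 change of -0.45, and Wnt3a (ENSMUSG00000009900, chromosome 11 from 59248033 to 59290752) had 0.0839 in OTD and 0.159 in YTD, a log2 change of -0.10. Both Wnt genes were under the floor in OTD. In anagen, by contrast, Wnt3 had 16.8 in OAD and 15.4 in YAD and Wnt3a had 4.94 in OAD and 5.63 in YAD. Wnt4, also in Figure 4A, changed by -0.87 in telogen. Dkk3 (ENSMUSG00000030772, chromosome 7 from 112116019 to 112159057) had 5.27 in OTD and 2.58 in YTD, a log2 change of 0.81, and Sfrp4 (ENSMUSG00000021319, chromosome 13 from 19623175 to 19632821) had 9.3 in OTD and 4.59 in YTD, a log2 change of 0.88. In anagen, Sfrp4 changed by -0.75 and Sfrp2 by -2.01.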

Sfrp4 has been proven previously to be upregulated in aging dWAT, leading to HF regeneration retention (Chen et al., 2014). All of these results underscored an age-dependent repression of WNT signaling in dWAT, which might be partially responsible for the diminished self-renewing capacity of aging HF.

Furthermore, we noted a significant change in FGFs in aging dWAT, especially during anagen (Figure 4A). 

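Fgf5 (ENSMUSG00000029337, chromosome 5 from 98254184 to 98277030) had an FPKM of 10.8 in OAD and 4.78 in YAD, a log2 change of 1.03. In telogen it had 0.506 in OTD and 0.490 in YTD, a log2 change of 0.01.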

FGF5, an essential inhibitor of HF growth, which induced HF regression and promoted the transition from anagen to catagen (Hebert et al., 1994; Higgins et al., 2014), now indicated elevated expression in aging dWAT during anagen, which may contribute to the retarded HF growth. Additionally, downregulation of FGF7 and FGF10 was detected in OAD as well. 

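Fgf7 (ENSMUSG00000027208, chromosome 2 from 126034658 to 126091185) had an FPKM of 2.13 in OAD and 5.35 in YAD, a log2 change of -1.02, and Fgf10 (ENSMUSG00000021732, chromosome 13 from 118714699 to 118792115) of 1.05 in OAD and 2.44 in YAD, a log2 change of -0.75. In telogen, Fgf7 changed in the other direction, with an FPKM of 8.4 in OTD and 3.82 in YTD, and Fgf10 had 0.878 in OTD and 0.845 in YTD.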

As major HF regulators, FGF7 and FGF10 peaked at anagen V, playing a crucial role in stimulating HF development (Kawano et al., 2005; Iino et al., 2007). Taken together, the results presented showed that the aging dWAT secreted an increased level of inhibitory FGF signal, FGF5, and a decreased level of positive FGF signal, FGF10, and FGF7, which makes it difficult for aging HFs to activate and enter anagen.

Besides, it was well established that enhanced BMP2 expression of adipocytes resulted in a prolonged refractory telogen (Plikus et al., 2008). 

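Bmp2 (ENSMUSG00000027358, chromosome 2 from 133552159 to 133562885) had an FPKM of 1.70 in OTD and 1.2 in YTD, a log2 change of 0.29, and of 15.5 in OAD and 11.9 in YAD, a log2 change of 0.36. Neither change reaches the threshold of 1.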

In our results, BMP2 also increased in both anagen and telogen, but not at significantly elevated levels (Figure 4A). Besides, BMP4, which was also released by dWAT and had an unfavorable effect on HF growth, indicated upregulation in OTD. 

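Bmp4 (ENSMUSG00000021835, chromosome 14 from 46383520 to 46390669) had an FPKM of 9.92 in OTD and 5.77 in YTD, a log2 change of 0.69, and of 25.6 in OAD and 23.7 in YAD, a log2 change of 0.10.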

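Nog (ENSMUSG00000048616, chromosome 11 from 89300638 to 89302332), which encodes a secreted protein that binds BMPs, had an FPKM of 2.09 in OTD and 4.72 in YTD, a log2 change of -0.89, and of 3.16 in OAD and 2.24 in YAD, a log2 change of 0.36.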

Likewise, Noggin, a typical antagonist of BMP signaling, was also downregulated in OTD. Finally, we conducted immunofluorescence and proved the overexpression of BMP2 and FGF5 in aging dWAT, which may contribute to the impaired cycling behavior in aging mice (Figure 4B).

### Veratric Acid Facilitates Aging HF Regrowth by Mitigating Dermal White Adipose Tissue Inflammation

Collectively, based on the bioinformatics analysis, the current results unveiled aggravated inflammation and abnormal expression levels of HF regulatory signals of aging dWAT, all of which may play a negative role in the control of aging HF homeostasis. Here in the study, we focused on the dWAT inflammation. Then we ascertained whether the inflammation relief of aging dWAT would alleviate the aging HF retardation in telogen. We chose veratric acid (VA), a major benzoic acid derivative from plants and fruits, which has been proven to exhibit antibacterial, anti-inflammatory, and anti-oxidant activities (Choi et al., 2012; Shin et al., 2013; Ran et al., 2014), to perform intraperitoneal injection in aged mice. Finally, after 30 days, we noted that the gross appearance of hairs of the VA group became thicker, darker, and more lustrous than that of the control group (Figure 5A). Moreover, more anagen HFs in the VA group were identified based on histological H&E, corroborating activated HF growth (Figure 5A). Quantitative analysis showed that VA treatment increased the hair weight of old mice, and had no significant effect on young mice (Figure 5B). Meanwhile, increased Ki67 signaling was identified in the VA group (Figures 5C,E). Altogether, VA treatment can effectively facilitate aging HF regrowth. To further confirm whether VA reduced the inflammatory factor level of dWAT, the cytokine/chemokine 23-plex array panel was used for the test. The results further showed that the inflammatory cytokines were significantly reduced in the dWAT of the VA group, including TNF-a, CCL2, and IL-5. CSF2 and IL10 were increased (Figure 5D). However, the level of CXCL1 showed no obvious change (data not shown). There is some research confirming that VA could inhibit the generation of some inflammation cytokines, including interleukin-6 (IL-6), interleukin-8(IL-8), and interferon-γ (IFN-γ) (Choi et al., 2012; Shin et al., 2013; Wang Q. B. et al., 2016); so it is plausible that VA mainly downregulated the level of TNF-a, CCL2, and IL-5. CSF2 and upregulated the level of IL10 in aging dWAT, relieving the negative effect of these inflammatory factors on aging HFs and boosting HF regrowth.

**FIGURE 5:**
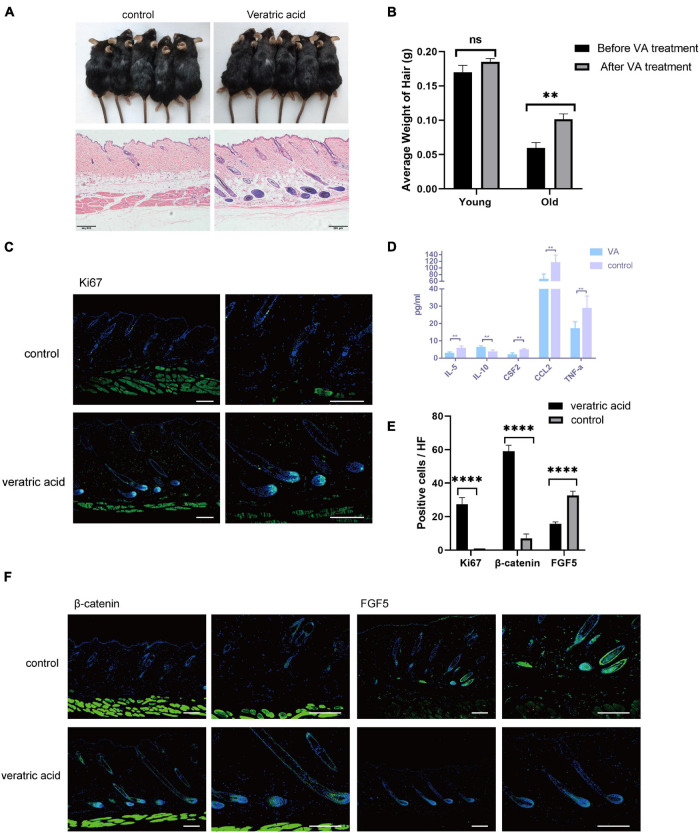
VA injection stimulated HF regrowth by lowering dWAT inflammation. **(A)** VA injection stimulated HF regenerative behavior in aged mice. **(B)** The weight of the back skin hair in the old mice after VA treatment was significantly heavier than that before VA treatment, while no difference was found in young mice. *n* = 10. **(C)** Increased ki67 signaling was identified in the VA group. Scale bars = 100 μm. **(D)** Decreased levels of TNF-a, CCL2, IL-5, CSF2, and increased IL-10 were proved in dWAT after VA treatment. **(E)** Quantification of positive cells in each hair follicle about ki67, β-catenin, and FGF5. **(F)** Increased β-catenin signaling and reduced FGF5 level were identified in the VA group. Scale bars = 100 μm. *n* = 6. ns, Not Significant. ^∗∗^*P* < 0.01, and ***P < 0.0001.

We also tested the expression level of essential signalings for HF growth. Consequently, BMP signaling (BMP2/4) has no change after VA treatment (data not shown), but the enhanced level of β-catenin in HFs and decreased level of FGF5 of HFs and dWAT were proven (Figures 5E,F). Therefore, these findings suggested that the anti-inflammation effect of VA in dWAT was capable of finally attenuating the aging HFs dysfunction by activating β-catenin signaling and repressing the level of FGF5.

## Discussion

The local microenvironment plays a dominant role in determining cell behaviors. As an indispensable soil for HF growth, dWAT is closely bound up with HF homeostasis. Interpreting the interaction alterations between dWAT and HFs with aging is not only essential for understanding the involved aging mechanisms but also supply a promising therapeutic approach of senescent alopecia from the angle of dWAT targeting treatment.

Previous work has demonstrated that aged progenitor cells could be rejuvenated by exposure to a young systemic environment by establishing parabiotic pairings between young and aged mice (Conboy et al., 2005). In contrast, the regenerative potential of the progenitor cells of young animals was remarkably impaired after exposure to aging systemic milieu (Conboy et al., 2005). Furthermore, autologous skin graft transplantation experiments also proved that a young donor dWAT microenvironment could partially restore the regenerative cycling behavior of aged HFs (Plikus et al., 2008; Chen et al., 2014). In this study, we found that aging dWAT renovated tissue microenvironment, manifesting as inflammatory infiltration, ECM degrading, impaired collagen biosynthesis, angiogenesis, and melanin synthesis. This was accompanied by altered essential signalings (Wnt, Bmp) and growth factors (FGFs) for HF regulation. All these aging phenotypes reflect the function deterioration and tissue reconstruction of aging dWAT, and meanwhile, these altered factors are integrated to determine aging HF cell development (Figure 6).

**FIGURE 6:**
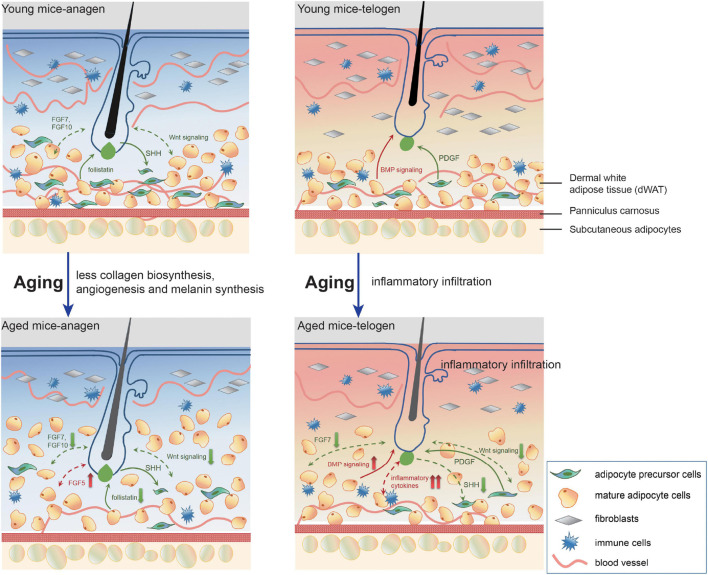
A model of pathological interrelationship alterations between dWAT and HF with aging. With aging, dWAT undergoes structural remodeling: the thickness increases with the replenishment of other transformed adipogenic lineage cells (aging dermal fibroblasts) (Salzer et al., 2018). Meanwhile, during anagen, the impaired ability of paracrine signals secretion of aging cells in dWAT resulted in deficient collagen biosynthesis, angiogenesis, and melanin synthesis. Besides, crucial regulators for HF development also indicated abnormal expression: including follistatin (Chen et al., 2014), WNT signalings, and FGFs. During telogen, remarkably, aberrant inflammation recapitulated aging dWAT, which caused a serious bottleneck for HF cycling. Concomitantly, altered BMP, WNT signalings, and FGFs also underscored the emerging role of dWAT in aging HFs malfunction. The green arrows represent positive effects and the red one represents negative effects. The solid and dashed lines denote published results and our results respectively.

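Of the 80 genes that fell by at least 1 in OAD against YAD, 5 are collagen genes (6.25%), and none of the genes that rose by at least 1 is. Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) had an FPKM of 33.5 in OAD and 95.6 in YAD, a log2 change of -1.48. Col5a1 (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514) had 2.99 in OAD and 6.79 in YAD, a log2 change of -0.96. Col6a6 and Col4a4 had an FPKM below 1 in both libraries, with 0.179 in OAD and 0.436 in YAD for Col6a6 and 0.254 in OAD and 0.561 in YAD for Col4a4, log2 changes of -0.28 and -0.32. Neither Col6a6 nor Col4a4 could reach the threshold with a pseudocount of 1. In telogen, Col3a1 had 226 in OTD and 227 in YTD.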

In our profiling, plentiful collagen-related genes (Col1a1, Col3a1, Col6a6, Col5a1, Col4a4, etc.) occupied a large proportion of the decreased DEGs of OAD vs YAD. Collagen synthesis was mainly coupled to the anagen stage of the hair cycle (Plikus et al., 2008; Chen et al., 2014). Correspondingly, decreased expression of collagen-related genes in OAD indicated impaired the ability of collagen secretion with aging. Similarly, dermal vascularity increased with anagen and regressed during categen and telogen, which was orchestrated by HFs (Mecklenburg et al., 2000; Stenn and Paus, 2001). Perifollicular vascularization offered optimal growth nutrients facilitating HF growth and was positively related to HF size (Yano et al., 2001; Ozeki and Tabata, 2002). Deficiency of vascularization was also an important contributory factor of androgenetic alopecia (Chew et al., 2016). Impaired angiogenesis was tightly associated with the development of many age-related disorders (Ungvari et al., 2013; Roca et al., 2014) and also involved in OAD. Besides, decreased expression of key genes related to melanin synthesis in OAD was also identified, including Pmel, Mc1r, Slc45a2, and other melanocyte linage markers. This result might have two explanations: (1) adipose tissue had the function of melanin production and generated more melanin in obesity-related inflammation (Randhawa et al., 2009). 

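Pmel (ENSMUSG00000025359, chromosome 10 from 128706258 to 128720238) had an FPKM of 90.5 in OAD and 186 in YAD, a log2 change of -1.03. Mc1r (ENSMUSG00000074037, chromosome 8 from 123407107 to 123410744) had 2.86 in OAD and 6.10 in YAD, a log2 change of -0.88, and Slc45a2 (ENSMUSG00000022243, chromosome 15 from 11000721 to 11029233) had 5.29 in OAD and 10.8 in YAD, a log2 change of -0.91. In telogen, Mc1r was under the floor in both libraries and Pmel had 1.60 in OTD and 1.58 in YTD. Hair shaft genes, which hair bulbs in the tissue would also carry, had a median log2 change of 0.33 in anagen, with 10 of 19 genes higher in OAD. Together with the keratin-associated protein genes they held 15.2% of the summed FPKM in OAD and 13.7% in YAD.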

The antioxidant and anti-inflammatory properties of melanin supported a hypothesis that melanogenesis plays an important role in abating oxidative stress and inflammation of adipose tissue (Randhawa et al., 2009). Here we speculated that aging weakened the melanogenesis of dWAT, causing increased oxidative stress and inflammation; (2) HF melanogenesis was strictly coupled to anagen, ceased during categen, and was absent in telogen (Slominski et al., 1994). Impaired melanogenesis here might also come from the unavoidable mixed hair bulbs in the isolated tissues and was in agreement with the extensively reduced melanin production of graying HFs. Collectively, all these phenomena could be attributed to the decrease in paracrine signals secretion of aging cells in dWAT. It is noticeable, however, there is not a one-way communication between HF and dWAT. Aging HFs might also have significant implications on the defective performance of aging dWAT, which is worth deeper exploration.

The most prominent pathological characteristic of aging dWAT was aberrant inflammatory infiltration in telogen. We have identified increased expression levels of substantial inflammatory cytokines, TNFa, CXCL1, CCL2, interleukins, as well as significant inflammation regulators, including MMP12, EGR1, and SPP1 in OTD. Moreover, we found that compared to the epidermis and dermis layer, these inflammation regulators are mainly concentrated in dWAT. It raised the tantalizing possibility that in aging dWAT, continuous production of inflammatory cytokines caught HF in prolonged telogen and suppressed HF cycling behavior. Among these inflammation regulators, heightened TNF production was an essential part of the inflammatory microenvironment of aging diseases (Slominski et al., 1994). The organ culture system has confirmed that TNFalpha markedly inhibited HF elongation in a concentration-dependent manner, resulting in morphological abnormalities and bulb matrix cells apoptosis (Soma et al., 1998; Ruckert et al., 2000). Here we focused on CXCL1, one of the top DEGs in OTD, which showed a significantly high intravascular expression in aging dWAT. Using an *in vivo* mouse model, we proved that intradermal injection of CXCL1 delayed HF cycling behavior. Meanwhile, organ culture with CXCL1 revealed similar results. In the data, we noted that the level of CXCL1 did not downregulate in anagen (Figure 2E). Nonetheless, its negative role was not significant at anagen. There may be two reasons. One is because the expression level of other activation signals exceeds the level of CXCL1, so the HFs are activated. Another reason may be because the anagen in our study was induced by depilation, which may be accompanied by upregulation of inflammatory factors activating HFs to enter anagen (Chen et al., 2015). Furthermore, the CXCL1 in OAD may be released by the plucked hair and may play an inductive role in anagen initiation rather than an inhibitory role. Overall, our data support a scenario in which overexpression of CXCL1 during telogen played a detrimental role in aging HF growth, trapping HF in telogen. Similarly, other inflammatory cytokines may also contribute to the aging HF retardation. We deduced that the synergistic effect of various inflammation regulators in dWAT triggered the dysfunctional growth of HFs.

Dermal white adipose tissue serves as an integral part of the skin and its stimulated inflammatory response in telogen with aging may result from the local microenvironment of the skin or systemic inflammation. In our study, we do not explore the detailed source of inflammation. From our perspective, the primary factor propelling basic aging processes was senescent cells in dWAT. Genes related to matrix metalloproteinases (MMPs), prostaglandin biosynthesis, positive immune regulators were included in the most predominant upregulated DEGs in OTD. With aging, senescent cells can secrete a complex combination of factors, including diverse cytokines, chemokines, growth factors, MMPs, and lipids, and this was referred to as the senescence-associated secretory phenotype (SASP) (Herranz and Gil, 2018; Di Micco et al., 2021), which is consistent with the phenotype of aging dWAT revealed by sequencing data. A new study has proven transplanting senescent adipose cells into young mice caused persistent physical dysfunction, including tissue inflammation (Xu et al., 2018). Our findings coincided with the possible contribution of SASP of the senescent cells to the inflamm-aging of dWAT. Therefore, like CXCL1, it can be inferred that the overexpression of these inflammation factors may be the consequence of SASP of dWAT. Meanwhile, the secretion of cytokines will recruit macrophages and may further secrete MMPs to degrade ECM. Besides, the degraded ECM also leads to the abnormal expression of inflammation factors. There are studies confirming that ECM can affect the secretion and expression of CXCL1 (Wang et al., 2018). So in conclusion, it can be inferred that both the overexpression of inflammation factors and ECM remodeling in aging dWAT are the result of changes in the microenvironment caused by aging, and the interplay of them further reinforced each other. Therefore, senescent cells, which are the source of SASP, are the most important targets. Recently, emerging studies supported selective elimination of senescent cells as a crucial therapeutic method for treating degenerative aging disorders (Baar et al., 2017; Childs et al., 2017; Jeon et al., 2017; Xu et al., 2018). These conclusions also indicated promising therapeutic approaches to ameliorate aging phenotype in dWAT.

With aging, a previous study proved that adipocyte cells overexpressed Bmp2, Dkk1, and Sfrp4, resulting in defective HF regeneration (Chen et al., 2014). Likewise, our results also identified aberrant expression of Bmp signaling and repressed Wnt signaling in aging dWAT in both anagen and telogen. Besides, some vital growth factors (FGFs) for HFs also downregulated in aging dWAT, highlighting the important contribution of the paracrine factors of dWAT to the diminished self-renewal of aging HFs. These aberrant signalings could serve as targets for the regulation of HF aging. However, since that the role of aggravated inflammation of aging dWAT on aging HFs has not been identified, we try to trigger HFs activation by temporarily lessening the inflammation activity. After high-level VA injection in aged mice, defective HF growth in aged mice was partially rescued, along with a significant downregulation of TNF-a, CCL2, IL-5, CSF2, and upregulation of IL10 in dWAT, further underscoring that targeting dWAT inflammation could activate aging HF cycling behavior. Moreover, VA treatment also activated β-catenin signaling and downregulated FGF5 expression level, but had no effect on BMP signaling. Altogether, VA injection alleviated the inflammation level of aging dWAT inflammation, interacting with other downstream signaling for HF growth, and finally induced aging HF regrowth.

Our study provides a detailed and direct portrait of dWAT alterations with aging and identifies its potential regulatory effect on aging HF. The most dominant feature of aging dWAT distinguishing young dWAT was massive inflammatory infiltration during telogen, which inevitably brought out deleterious influence and might be the core factor retarding HF regeneration. Moreover, reducing dWAT inflammation was capable to encourage HF cycling in aged mice. Nowadays, the crucial role of dWAT in HF regulation has been attracting more and more attention. Based on our study, future mechanistic work is needed for delineating the exact interplay between dWAT and HF with aging, which may provide new avenues for developing therapeutic agents to stimulate aging HF growth.

## Materials and Methods

### Ethics Approval and Consent to Participate

All experiments reviewed and approved by The Ethics Committee of Nanfang Hospital, Southern Medical University.

### Mice

To perform the aging study, young (2 months at telogen), and aged mice (16–18 months at telogen) C57BL/6 were utilized in this study. Mice were all provided by the Experimental Animal Center at Southern Medical University (Guangzhou, China). The experimental procedures were performed with protocols approved by the Institutional Animal Care and Use Committee.

### Sample Preparation for Transcriptome Sequencing

Using microdissection to separate dWAT tissue from skin. DWAT harvest from 20 young mice (2 months) and 20 aged mice (18 months) at telogen and 20 young mice (2 months) and 20 aged mice (18 months) at depilation-induced anagen were used for the transcriptome sequencing. Total RNA was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, United States) and the RNA quality and quantity were evaluated by using Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, United States) with RIN number > 7.5. Qualified RNAs were used for further transcriptome sequencing analysis.

### RNA Library Construction and Sequencing

The library preparations were sequenced on an Illumina Hiseq 2500 platform and the details of library construction and sequencing are the same as in our previous study (Miao et al., 2018).

### Hair Follicle Organ Culture

Hair follicles in the anagen VI stage from normal human scalp skin in 12 persons were isolated as previously described (Philpott, 1999). Then the hair follicles were cultured for 8 days in Williams E medium supplemented with 2 mmol/L L-glutamine, 10 ng/mL hydrocortisone, 10 lg/mL insulin, and an antibiotic/antimycotic mixture at 37°C in 5% CO2 and 95% air in a humidified incubator as described previously (Philpott et al., 1994). To explore the role of CXCL1 in hair growth, the media were supplemented with recombinant human CXCL1 (Proteintech) at day 0. The normal medium was used as a control.

### Quantitative PCR Analysis

For qPCR validation of DEGs, we used another eight young mice (2 months) and eight aged mice (18 months) at telogen and depilation-induced anagen. RNA was prepared using the cDNA Reverse Transcription Kit (Promega, A5001, Madison, WI, United States). Aliquots of RNA were analyzed in triplicate by using qRT-PCR performed according to standard protocols by ABI Step One Plus system (Applied Biosystems, Foster, CA, United States) by GoTaq^®^ qPCR Master Mix (Promega, A6001, Madison, WI, United States). The melting curve was performed to verify the specificity of PCR amplification. RNA was normalized to expression levels of GAPDH. All data were analyzed by unpaired Student *t* test and were presented as the mean ± standard error. The Primer Sequences of qRT-PCR are as follow:

**Table:** 

Mus-GAPDH-F	ACCCCCAATG TGTCCGTCGT	Mus-Klk6-QF	AATGTAGTGACAC AGAGCACAGAAC
Mus-GAPDH-R	AGCCCAAGATG CCCTTCAGTGG	Mus-Klk6-QR	AACCACACCCA TAGAGTAGGATTG
Mus-Cxcl1-QF	CAAGTAACGGA GAAAGAAGACAGAC	Mus-Mmp12-QF	CAAAGTCAATAA TGTACCCCACC
Mus-Cxcl1-QR	AGGACCCTCAAA AGAAATTGTATAG	Mus-Mmp12-QR	CCATAGAGGGA CTGAATGTTACG
Mus-Col1a1-QF	TCTCTGGTCT CCAGGGTCCTC	Mus-mt2-QF	GGGCTGCATCT GCAAAGAG
Mus-Col1a1-QR	TCCGTCTTTG CCAGGAGAAC	Mus-mt2-QR	AAAGGCTAGGC TTCTACATGGTC
Mus-Egr1-QF	CTCCTTCAGC ACCTCAACTGG	Mus-Tfrc-QF	AATCAAAATGTGA AGCTCATTGTG
Mus-Egr1-QR	CTTCCCTCCTGT GCTTTTATGTC	Mus-Tfrc-QR	TGGGCTCCTACTA CAACATAACG
Mus-Erdr1-QF	CGAAAGCACA CACGTAGAAGC	Mus-Spp1-QF	TCACTCCAATC GTCCCTACA
Mus-Erdr1-QR	CTTCCTCCGTG AGAATCGCT	Mus- Spp1-QR	CTGGA ACATCG TATGGGTA

### Immunofluorescent Staining and Confocal Microscopy

The samples were fixed in 4% paraformaldehyde, dehydrated, then embedded in paraffin and sectioned (4–6 μm).

All procedures were performed according to the standard protocol. Antibodies and dilutions used were: CXCL1 (1:100, proteintech), MMP12 (1:50, proteintech), SPP1 (1:50, Abcam), EGR1 (1:50, Abcam). β-catenin (1:250,Abcam), BMP2 (1:100, Abcam), FGF5 (1:100, Abcam), ki67 (1:250,Abcam), Secondary antibodies: Alexa Fluor-488 (Abcam). Nuclei were stained using 4 diamidino-2-phenylindole (DAPI). Proliferation and apoptosis of hair follicles were assessed by Ki67/TUNEL immunostaining as reported before (Foitzik et al., 2006). Imaging was performed using Zeiss LSM 880 confocal microscope (Zeiss, Oberkochen, Germany).

### CXCL1/Veratric Acid Treatment

CXCL1 (500 ng) was dissolved in 500ul 0.9% NaCl and intradermally injected in the dorsum of 6–7 week C57 mice (*n* = 10 per group). The control group (*n* = 10 per group) were injected with 500 μl solvent. The injection treatment was conducted every other day for a total of five times.

Veratric acid (80 mg/kg) dissolved in 2% DMSO + 40% PEG + 5% Tween + H_2_O, and were injected in 26 aged C57 mice (16 months) once per day for 30 days, the control group are 20 of the same aged mice (16 months), which intraperitoneally received an equal volume of 2% DMSO + 40% PEG + 5% Tween + H_2_O per day for 30 days as well. The mice were killed for further experimentation at 30d.

### Luminex Cytokine Panels

A mouse Bio-Plex cytokine/chemokine 23-plex array panel based on Luminex technology was used for the quantification of inflammatory cytokines/chemokines in dWAT. DWAT harvest from six young mice (2 months) and six aged mice at telogen were analyzed in the panel. Besides, dWAT in six mice from the VA group and six mice from the control group were also analyzed in the panel. Data were measured on Bio-Plex 200 System and calculated by Bio-Plex Manager 6.0 and 6.1 software.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE134893.

## Ethics Statement

The studies involving human participants were reviewed and approved by The Ethics Committee of Nanfang Hospital, Southern Medical University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by The Ethics Committee of Nanfang Hospital, Southern Medical University.

## Author Contributions

JC: design, methodology, writing, data collection, and analysis. Z-XF and D-CZ: methodology, data collection, and design. Y-LG and KY: methodology and formal analysis. DD and ZG: data curation and formal analysis. Z-QH: study design and methodology. YM: funding acquisition, supervision, and writing—review and editing. QQ: project administration, funding acquisition, design, supervision, data collection and analysis, and writing—review and editing. All authors agreed with the manuscript content.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

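RNA sequencing measured gene expression in dWAT of old and young mice in telogen and anagen, in 4 libraries, 1 for each of OTD, YTD, OAD and YAD. Groups were taken from the sample labels and the paper, which gives 20 mice per group. For YTD and OAD the age in the labels conflicts with the paper, and the paper's ages were used.

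The authors deposited FPKM for 22913 genes per library, with the position of each gene on GRCm38 and the length of the feature they list for it. The lengths were the same in each library, and 97.0% of them are multiples of 3, as those of coding sequences are. The paper states that RNA with an integrity number above 7.5 was sequenced on an Illumina HiSeq 2500. The paper's text does not name the aligner, the counting tool, the annotation, a scaling between libraries or the test for DEGs. Of the identifiers, 22166 are Ensembl genes, of which 21750 were matched to a symbol, and 747 are loci the authors list outside the annotation. 4761 genes are listed at 0 in all libraries.

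The FPKM were used as deposited. The change of a gene is the old minus the young value of log2(FPKM + 1), in telogen (OTD against YTD) and in anagen (OAD against YAD), and a gene was counted as changed when this was at least 1 in size. With 1 library per group no test between ages can be made, no p-value is given, and no spread between replicates is known. For gene lists and families, the median change was set beside the medians of 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean expression, and given as a percentile. Genes with a value above 0 in at least 1 of the libraries compared entered a list. Percentiles were computed for 48 lists in each phase, so some fall below 2.5 or above 97.5, outside the central range, by chance. Marker lists and families were written before the data were examined, except a list of X-linked genes, and lists read from Figures 2D and 4A and Table 1 are the paper's own choice. The genes named are all genes the paper names in its text, Table 1 and Figures 1E, 2D, 2E, 3 and 4A, the 5 largest rises and the 5 largest falls in each phase, and members of the marker lists and families. Labels of Figure 2D that could not be read were left out, Erdr1 was not analysed here, and some genes the paper names are not reported here.

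Read counts were not used here. The depth was estimated from features of 2000 to 4000 bp, whose lowest values of FPKM times length gather at the value of 1 fragment, and this gave 19100000 to 23000000 fragments per library. These are rough estimates. The floor of a gene is the FPKM that 3 fragments give at this depth. A fold against a value under the floor is a lower bound, and no fold is given where both values are under it. Floors cover counting error only. A test on read counts and an alternative on CPM, planned for the case that counts were deposited, were not run.

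The steps were tested on simulated libraries of equal depth with counting error only and 200 changed genes. The changed genes were not at low FPKM, and their changes were set well past the threshold. Their recovery therefore does not cover genes with low FPKM or changes near the threshold. All 200 were counted with the right direction in both phases, and of 22713 unchanged genes 2 were counted as changed in telogen and 7 in anagen. The estimated depth was 100% of the simulated depth. Of 200 random lists with no change, 6 fell outside percentiles 2.5 to 97.5 in telogen and 17 in anagen.

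The alternatives were a pseudocount of 0.1 or 0.01, a filter that keeps genes with an FPKM of at least 1, rescaling by the median of ratios over 11181 genes, rescaling to TPM, leaving out hair shaft, keratin-associated protein and melanocyte genes before rescaling, and a threshold of 1.5. Leaving out mitochondrially encoded and skeletal muscle genes, and TPM for the gene lists, were added after the values were seen. GO enrichment, GSEA and KEGG were not repeated. The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.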

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

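The test of mitochondrially encoded genes, the tests of scaling and the tests on sums over keratin-associated protein subfamilies were chosen after the results were seen. The differences in direction between phases below were not tested, since each group has 1 library.

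Skeletal muscle markers moved in opposite directions with age in the 2 phases, with a median log2 change of -0.70 in telogen (all 20 genes lower in OTD) and of 0.30 in anagen (15 of 20 higher in OAD). In TPM the anagen median was 0.0739, with 12 higher, which is 0.28 relative to the shift of all genes. Figures 2B and 2C show cardiac muscle terms among those that fell in OTD. Skeletal muscle markers held 6.51% of the summed FPKM in OTD, 10.4% in YTD, 2.29% in OAD and 2.07% in YAD. A median of -0.70 over the whole list in telogen is what muscle of the panniculus carnosus carried over in different amounts would give, but any other cause of less muscle RNA would give the same, so this value does not single out carry-over. With the mitochondrially encoded genes left out and the rest rescaled, the median was -0.48 and 20 of 20 markers were lower, so the larger mitochondrial share in OTD does not account for the whole fall. The pattern cannot be told apart from different amounts of muscle in the tissue, and no biological explanation can be separated from it.

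Genes of the mitochondrial genome, which the paper does not report on, held 52.7% of the summed FPKM in OTD, 44.7% in YTD, 18.3% in OAD and 14.4% in YAD. The share was higher in the old than the young library in both phases, and higher in telogen than anagen. When these genes and the muscle markers were left out and the rest rescaled, the ratio of changed genes in telogen to anagen was 3.04, so their large share does not account for the larger number of changed genes in telogen. What sets the share was not tested.

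Hair shaft genes had a median log2 change of -0.90 in telogen and of 0.33 in anagen, and keratin-associated protein genes of -0.37 and 0.25. In TPM the anagen medians were 0.10 and 0.0226, with 29 keratin-associated protein genes higher and 27 lower. Together these genes held 0.0565% of the summed FPKM in OTD, 0.104% in YTD, 15.2% in OAD and 13.7% in YAD, so the tissue harvested in anagen carried much RNA of growing hair. In telogen, epidermal markers fell as well, with a median of -0.31, which is in line with epidermal or HF tissue carried over in different amounts, and the fall of these genes cannot be told apart from that. In anagen the members of the keratin-associated protein family did not move together. The FPKM summed over the 8 Krtap4 genes rose by 1.24 on the log2 scale (8 of 8 higher), and that over the 5 Krtap5 genes changed by -1.51 (5 of 5 lower). Reads split among near-identical copies within a subfamily would leave its sum unmoved. The subfamilies were picked after their members were seen to move one way, so the sums restate this and are no separate test of such splitting. A different amount of growing hair alone would move both sums the same way, which was not seen. A different stage of hair growth was not tested.

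Macrophage markers had a median log2 change of 0.52 in telogen (14 of 15 higher in OTD) and of -0.22 in anagen (14 of 15 lower in OAD). Scaling between libraries does not account for the opposite signs, since over the scalings the smallest median in telogen was 0.48 and the highest in anagen was -0.20. More macrophages in old than young dWAT in telogen and fewer in anagen is a hypothesis that these libraries leave open. Different shares of other tissues in the libraries were not ruled out, and 1 library per group cannot separate age from other differences between the groups.

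Gm10226 changed by -3.0 in telogen and by 1.5 in anagen. It had an FPKM of 6.99 in YTD and 1.82 in OAD and is listed at 0 in OTD and YAD. These values stand for about 34.8 and 10.7 fragments at the estimated depth, and no explanation of the difference was tested.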

How the results depend on the processing

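The pseudocounts, the filter, the median of ratios, TPM (for the counts and single genes), the set without hair and melanocyte genes and the threshold of 1.5 were set before the data were examined. Leaving out mitochondrially encoded and muscle genes, and TPM for the gene lists, were added after the values were seen. Leaving out a replicate was not possible with 1 library per group. No paired analysis was possible because each group has 1 library. The planned tests on read counts and the alternative on CPM were not run. Reading of folds is limited by depth for genes near the floor, where only lower bounds are given.

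More genes were changed in telogen than in anagen under each setting run, with a ratio from 1.41 to 3.08, while the counts themselves depend on the pseudocount and the threshold. With a pseudocount of 0.1, 1081 genes were higher and 1063 lower in OTD, and 577 higher and 532 lower in OAD, a ratio of 1.93. With 0.01 these were 1800 and 1645 in telogen and 1236 and 1199 in anagen. A smaller pseudocount adds genes with low FPKM. At a threshold of 1.5, 70 were higher and 71 lower in telogen, and 31 and 27 in anagen. The filter on an FPKM of at least 1 cannot move the counts, since no gene below it passes the threshold with a pseudocount of 1, so it shows no stability.

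Rescaling to TPM moved the median of all expressed genes in anagen by -0.21, leaving out the hair and melanocyte genes by -0.19, and leaving out the mitochondrial and muscle genes by -0.15 in anagen and 0.12 in telogen. The split of higher against lower genes moves with these shifts. Of the changed genes in anagen, 61.5% were higher in OAD as deposited, against 37.3% in TPM (175 lower, ratio 1.93), 37.2% with the hair and melanocyte genes left out (182 lower, ratio 1.79) and 43.0% with the mitochondrial and muscle genes left out (183 lower). In telogen, 46.3% were higher in OTD as deposited and 62.6% with the mitochondrial and muscle genes left out (612 higher).

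The medians of the adipose development, collagen, melanocyte, endothelial, chemokine and MMP lists kept their direction and their place within or beyond the central range of the random lists under each setting run. The Wnt, FGF, BMP and interleukin medians did not in all of them. In telogen, the Wnt median was -0.29 with a pseudocount of 0.1 and -0.26 with the filter, both within the central range of the random lists, and the FGF median was 0.54 and 0.42, both above it. In anagen, the interleukin median passed the central range with a pseudocount of 0.1 (0.33), in TPM (0.0586), with the hair genes left out (0.0689) and with the mitochondrial and muscle genes left out (0.0813). The Wnt median in anagen was 0.00879 with a pseudocount of 0.1 and 0.000131 after the median of ratios. The FGF median in anagen reversed to -0.00997 with the hair genes left out, -0.00966 in TPM and -0.00144 with the mitochondrial and muscle genes left out, and the BMP median to -0.0627, -0.0835 and -0.0153. Relative to the shift of all genes under these scalings, the FGF medians were 0.18, 0.20 and 0.15 and the BMP medians 0.13, 0.13 and 0.13, so the reversals come from the shift. The Wnt median after the median of ratios was -0.02 relative to the shift, which also accounts for its sign. For the other changes, the cause was not tested.

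Of the other lists, the epidermal median in anagen reversed to -0.0339 with the hair genes left out and -0.0564 in TPM, which is 0.16 and 0.15 relative to the shift. The T cell median in anagen was -0.37 with the filter, which left 1 of 7 genes, and in telogen it was within the central range with a pseudocount of 0.1 (0.53) and with the filter (0.36), which left 2 of 9. In telogen, where both lists changed little, the Y-linked median was 0.0432 after the median of ratios and 0.12 with the mitochondrial and muscle genes left out, and that of 4 X-linked genes 0.0243 and 0.10. Relative to the shift of all genes, both lists kept the sign they had as deposited, so these reversals come from the shift. The changes of the T cell list with the filter come from the few genes left, and that with the pseudocount was not tested.

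For the single genes given with a log2 change, 303 values were recomputed over 101 changes. The direction and the side of the threshold held for 267 values, 31 passed the threshold only under the alternative, 4 no longer passed it and 1 changed sign. After rescaling to TPM, the sign reversed for Bmp4 in anagen (-0.12). The TPM values include the shift of all genes.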

Differences from the paper's values

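For genes higher in OTD than YTD, 287 passed a log2 change of 1 here, against the paper's about 490 in Fig. 2A, read by eye. Among the alternatives set before the data were examined, rescaling by the median of ratios gave 337, within 1.5 times the paper's number, and the others did not come within it, with 1081 and 1800 at pseudocounts of 0.1 and 0.01, 241 in TPM, 241 with the hair and melanocyte genes left out, 70 at a threshold of 1.5 and no change with the filter. Leaving out mitochondrially encoded and muscle genes, an alternative chosen after seeing the values, gave 612, also within 1.5 times.

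Table 1 gives an FPKM of the paper's 11.0502 in OTD and 5.9425 in YTD for Tnfsf13, while the gene listed under the identifier of Tnfsf13 had 2.19 and 1.88. Rescaling by the median of ratios and to TPM did not close the gap. The paper's values are those listed for Tnfsfm13, a gene that spans the same region of chromosome 11 (69682577 to 69696098), and which was singled out after the values were seen. The other 68 of the 70 values of Table 1 are identical here.

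Some other statements differ in size or direction. The paper states that TNFalpha was elevated in OTD, and its cytokine array found the protein raised there. Tnf RNA changed by -0.33 in telogen, though on about 5.49 and 9.72 fragments, too few to settle the direction. These RNA values do not measure the protein. Fig. 2E shows a difference of Klk6 in telogen, where the libraries gave a log2 change of 0.13, and of Mmp12 in anagen, where they gave -0.03. The paper names Mt2 among the genes that fell significantly in OAD, while its log2 change of -0.92 is short of the threshold as deposited. Rescaling to TPM moved the median of all expressed genes in anagen by -0.21, and such a shift would take Mt2 past the threshold. The paper states that genes of blood vessel development fell in OAD, while all 12 endothelial markers, which are another set of genes, were higher in OAD than YAD as deposited and 9 of them in TPM. The paper states that collagen genes made up a large part of the DEGs that fell in OAD, while they were 5 of 80 here. The paper's DEGs come from a test it does not name, so the 2 sets are unlike. Col6a6 and Col4a4, which it lists, have an FPKM below 1 in OAD and YAD and could not pass the threshold here. In TPM, 9 collagen genes fell by at least 1, among 175 genes.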

Other observations

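The tests of counting error and of the scaling of endothelial markers were chosen after the results were seen. The test of X-linked genes was set after the Y-linked genes and Gm26992 were seen and before its own genes were looked at. The others were set before the values were seen.

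The OAD and YAD libraries differ in genes of the sex chromosomes. All 4 Y-linked genes of the marker list (Ddx3y, Eif2s3y, Kdm5d and Uty) were lower in OAD than YAD, with a median log2 change of -0.66, below each of the random lists, against -0.01 in telogen. Gm47283, listed on the Y chromosome and not in the marker list, had an FPKM of 153 in OAD and 29.6 in YAD. Whether Gm47283 is found only on the Y chromosome was not examined, so its rise does not speak for or against a difference in sex. Uty had an FPKM of 1.49 in OAD and 3.88 in YAD, a log2 change of -0.97, and Kdm5d of 1.44 in OAD and 2.84 in YAD. The largest rise in anagen was at Gm26992, on chromosome X (103422010 to 103481705). Its listed span overlaps 21333 bp of Xist, the RNA made from the silenced X chromosome of females. The length listed for Gm26992 is only 231 bp. Whether that part lies within Xist, and whether the strands match, was not examined. The FPKM of Gm26992 was 16.0 in OAD and 0.590 in YAD, and it is listed at 0 in both telogen libraries. Xist itself was not analysed here. A candidate explanation is that the OAD library came from a larger share of female mice than the YAD library. Whether it also accounts for the rise of Gm47283 was not tested. With more females, X-linked genes that stay active on both X chromosomes in females should be higher in OAD. All 4 such genes tested (Kdm5c, Kdm6a, Eif2s3x and Ddx3x) were, with a median of 0.31 at percentile 98.4, against -0.03 at percentile 60.0 in telogen. Rescaling to TPM lowered the anagen median to 0.09, still at percentile 98.6. The Y-linked genes were still detected in OAD, with 24.7 FPKM for Eif2s3y and 7.39 for Ddx3y, so RNA of males was present in both libraries. The difference between OAD and YAD cannot be told apart from a difference in the sex of the mice for genes that depend on sex. Age loss of the Y chromosome was not tested, and the telogen libraries of the same ages showed no such difference.

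Immediate early genes rose more in OTD than the immune cell markers did. Their median was 1.46 (23 of 23 higher), against 0.58 for neutrophil, 0.52 for macrophage and 0.27 for T cell markers. This is in line with an immediate early response to handling or a longer dissection of the OTD tissue, which could also raise Fos, Fosb, Junb, Egr1, Atf3 and cytokine genes. In anagen the median was 0.35. Since each group is 1 library, such a response and an effect of age cannot be told apart.

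The paper proposes 2 explanations for the fall of melanin genes in OAD, less melanin made in dWAT and less melanin in the graying hair of bulbs mixed into the tissue. A smaller amount of hair bulbs in OAD, which the paper does not propose, was tested here. Hair shaft genes had a median of 0.33 in anagen, with 10 higher and 9 lower, and of 0.10 in TPM, while all 14 melanocyte markers were lower, with a median of -0.71. The hair shaft genes did not fall together with the melanocyte markers, but they went both ways, so their median cannot decide whether fewer bulbs account for the fall. The 2 explanations of the paper and a smaller amount of bulbs cannot be told apart here. Proliferation markers were lower in OAD in all 12 genes, with a median of -0.35, which a smaller amount of growing bulbs could also give.

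Endothelial markers were higher in the old library in both phases, in 12 of 12 genes in telogen (median 0.58) and in all in anagen as deposited. Scaling between libraries does not account for it, as the smallest median over the scalings and phases was 0.10. More blood vessels in old dWAT is a hypothesis, and a different share of the tissues in the libraries was not ruled out.

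Counting error does not account for the number of changed genes. In 100 pairs of libraries drawn with counting error alone at the estimated depth, a median of 4 genes (from 1 to 10) passed the threshold in telogen, against 620 observed, and a median of 4 (from 0 to 10) in anagen, against 208. Differences between mice of the same age were not measured.

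Among the largest rises in anagen, S100a9 and Mouse_newGene_2691 were higher in the old library in both phases. S100a9 had an FPKM of 11.7 in OTD and 0.656 in YTD and of 11.2 in OAD and 1.26 in YAD. Mouse_newGene_2691 (70722580 to 70726959 on chromosome 6) had 27.5 in OTD and 3.77 in YTD and 7.36 in OAD and 0.690 in YAD, and its span overlaps the joining and constant segments of the immunoglobulin kappa light chain locus.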
